# Gene co-expression network analysis in zebrafish reveals chemical class specific modules

**DOI:** 10.1186/s12864-021-07940-4

**Published:** 2021-09-13

**Authors:** Prarthana Shankar, Ryan S. McClure, Katrina M. Waters, Robyn L. Tanguay

**Keywords:** Zebrafish, Gene co-expression, Transcriptomics, Aryl hydrocarbon receptor, Flame retardant chemicals, Network, Development

## Abstract

**Background:**

Zebrafish is a popular animal model used for high-throughput screening of chemical hazards, however, investigations of transcriptomic mechanisms of toxicity are still needed. Here, our goal was to identify genes and biological pathways that Aryl Hydrocarbon Receptor 2 (AHR2) Activators and flame retardant chemicals (FRCs) alter in developing zebrafish. Taking advantage of a compendium of phenotypically-anchored RNA sequencing data collected from 48-h post fertilization (hpf) zebrafish, we inferred a co-expression network that grouped genes based on their transcriptional response.

**Results:**

Genes responding to the FRCs and AHR2 Activators localized to distinct regions of the network, with FRCs inducing a broader response related to neurobehavior. AHR2 Activators centered in one region related to chemical stress responses. We also discovered several highly co-expressed genes in this module, including *cyp1a*, and we subsequently show that these genes are definitively within the AHR2 signaling pathway. Systematic removal of the two chemical types from the data, and analysis of network changes identified neurogenesis associated with FRCs, and regulation of vascular development associated with both chemical classes. We also identified highly connected genes responding specifically to each class that are potential biomarkers of exposure.

**Conclusions:**

Overall, we created the first zebrafish chemical-specific gene co-expression network illuminating how chemicals alter the transcriptome relative to each other. In addition to our conclusions regarding FRCs and AHR2 Activators, our network can be leveraged by other studies investigating chemical mechanisms of toxicity.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-021-07940-4.

## Background

With advancements in technology and medical science, various types of chemicals (xenobiotics, drugs, etc) are being applied to both the natural environment and human body. However, the majority of these chemicals are yet to be evaluated for their potential to cause adverse health effects. High-throughput (HTP) in vitro assays are popular methods used to estimate chemical toxicity and identify underlying molecular events [1]. Despite their application to determine whether a chemical class may be toxic, we still lack adequate knowledge of the mechanisms of toxicity of many chemicals [2] preventing us from connecting assay measurements to phenotypes. Animal models can be a more translatable way of revealing chemical hazard potential to humans, with both metabolism and integrated tissue systems. However, high cost and low throughput are often barriers to testing across a large chemical space. These barriers have been serious deficiencies in advancing chemical risk assessment, and thus a HTP and accurate prediction of which chemicals may be toxic is an essential next step in the evaluation of chemical safety [3].

A popular HTP animal model, zebrafish (*D. rerio*), by virtue of its rapid development [4] and high physiological and genetic similarity to humans [5], is being leveraged to identify chemical hazards [6] and to determine the molecular signaling events that precede adverse phenotypic outcomes [7]. One of the main -omics techniques that is applied to zebrafish is transcriptomics, which uses RNA sequencing analysis to provide an unbiased snapshot of gene expression changes associated with a particular chemical exposure [8]. Numerous transcriptomic studies in both developing and adult zebrafish leave no doubt that diverse chemical exposures often result in diverse gene expression changes [9–11]. Such studies have led to the discovery of transcripts important for the manifestation of higher level toxicity effects [12, 13] and to a large relational database of chemical-zebrafish transcriptome responses.

Much of this transcriptomic data collected from developing zebrafish has examined toxicants from a variety of different classes. Polycyclic aromatic hydrocarbons (PAHs), are a large class of ubiquitous environmental pollutants, and human exposure has been linked to cardiovascular disease, respiratory problems, carcinogenicity, and developmental deficits [14, 15]. The molecular initiating event of many PAHs is the aryl hydrocarbon receptor (AHR), and PAHs have been shown to bind all three orthologs of AHR in zebrafish, with AHR2 being the predominant receptor required for toxicity [16]. 2,3,7,8-Tetrachlorodibenzodioxin (TCDD) is a halogenated aromatic hydrocarbon and the best-characterized and most potent AHR2 ligand. It is widely used as a canonical xenobiotic ligand to study responses downstream of AHR activation [17]. Many studies have focused on the roles of the cytochrome P450 (CYP) metabolizing enzymes in PAH toxicity [18, 19], while other molecular signaling events downstream of the AHR remain largely unknown. Flame-retardant chemicals (FRCs) are a diverse class of chemicals including polybrominated diphenyl ethers (PBDEs) and organophosphate flame retardants (OPFRs), commonly applied in an additive manner to manufactured materials such as furniture, clothing, and electronics, and often found to leach into surrounding environments and human bodies [20, 21]. FRCs have been associated with neurodevelopmental effects [22], altered reproductive and thyroid function [23], and impacts on the immune and endocrine systems [24]. While many research groups have conducted transcriptomic studies in developing zebrafish exposed to PAHs and TCDD, only a limited number of FRC whole-genome expression studies have been published [25–28].

The standard use of transcriptomic data, and the approach used in many of the studies above, is to compare gene expression levels between a control and a chemical treatment. However, with a transcriptomic database of sufficient size [29], it is possible to perform a meta-analysis of sequencing data and construct a network of genes based on co-expression values of each gene pair [30, 31]. Co-expressed genes show a similar pattern of either direct or inverse co-expression across multiple conditions or biological replicates. Network analysis can be used to reveal important chemical targets in a biological system [32–34], and to indicate processes that are critical for or distinctive between responses to certain classes of chemicals [35, 36]. Network approaches also have a distinct advantage over standard control/condition comparisons in that data from several different studies, even those conducted under variable conditions, can be collected and integrated to produce a model formed from a compendium of many datasets. Network analysis can also highlight genes, pathways, and processes that may change their expression in a significant but subtle manner (less than the 2-fold cutoff normally applied to control/condition comparisons), expanding our ability to identify processes related to chemical class or phenotypic response. A whole transcriptome approach is thus far more efficient and informative to detect subtle but potentially important shifts in gene expression patterns that describe interactions between processes impacted by chemical exposure [37]. Such patterns would be missed by smaller scale targeted expression studies for specific biomarkers. Based on the large amount of transcriptomic data collected for zebrafish exposed to a variety of different chemicals, we are now able to apply these network approaches to zebrafish response to chemicals.

While phenotypic outcomes of many chemicals have been studied in zebrafish [6, 38], we still do not know many of the transcriptomic pathways and processes that are induced by these chemicals early in response. Additionally, we do not know to what degree different classes of chemicals may overlap in their transcriptomic response compared to their potentially similar phenotypic responses. To fill this gap in knowledge, the primary goal of our study was to utilize network analyses to discover both common and distinctive biological pathways that polycyclic aromatic hydrocarbons (PAHs), 2,3,7,8-Tetrachlorodibenzodioxin (TCDD), and several flame retardant chemicals (FRCs), alter in developing zebrafish. These chemicals were selected in part because transcriptomic data reflecting a similar experiment design was available. However, these treatments not only encompassed chemicals with unknown and likely distinct modes of action, but also included those with the same or similar modes of action, allowing us to compare the individually altered transcriptomes in a single network. Networks were inferred using a random forest method [31] applied to the compendium of both new and previously published zebrafish transcriptomic data. We identified specific portions of this network that represented tightly co-expressed genes enriched for certain pathways and responding to certain chemical types. The network approach used here enabled discovery of novel genes in the AHR2 signaling pathway as well as several genes and pathways associated with FRC exposure. The inference of this gene co-expression network for zebrafish not only provides novel insight into the transcriptional responses to chemical exposure, but can serve as a resource for other studies focused on transcriptomic coordination, predictive toxicology, and identification of chemical-specific biomarkers and processes of interest in this model organism.

## Results

### Characterization of full dataset

In this study, we sought to identify molecular signatures and biological pathways following exposures to a diverse group of chemicals. This was done using a large array of transcriptomic data combined with the first chemical-focused gene co-expression network inferred using zebrafish. Transcriptomic data from 48-h post fertilization (hpf) zebrafish included several previously published studies [7, 39–41] in addition to new unpublished datasets. 

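The deposited table held 21854 genes in 170 sample entries from 48-hpf zebrafish, which covered 33 treatments and 6 DMSO control groups. There were 39 entries from 10 FRC treatments, 46 from 10 AHR2 Activator treatments and 30 from unexposed controls. The 10 FRC treatments came from 1 study with 4 control libraries at 0.64% DMSO. The 16 treatments of a second study were compared with the control group DMSO_A (3 libraries) or DMSO_B (4 libraries), both at 1% DMSO. There were 3 treatments with 3 control libraries in each of 2 further studies, and the TCDD study had 4 exposed libraries at 1 ng/mL and 4 control libraries at 0.1% DMSO.
The values the authors deposited were on the log2 scale after a variance stabilizing transformation. Undoing this transformation gave normalized values and, from them, whole read numbers within 0.05 reads for all 3715180 values. In the 2 studies with 3 treatments each, several entries shared a sequencing lane and index. The 31 pairs of such entries had noise ratios of 0.988 to 1.07 (median 1.02, where 1 is counting noise alone), against 1.20 to 49.6 over 100 pairs of different libraries. These entries differed by little more than counting noise and were averaged and counted as 1 library, which left 144 libraries. Total reads per library on the 21854 genes were 10957931 to 22152985 (median 15356087) in the FRC study, 14165657 to 27210829 (median 19189237) in the study with DMSO_A and DMSO_B, and 22678393 to 28566824 (median 25669657) in the TCDD study. They were 8312474 to 18632361 (median 12090327) in the study with B[a]P and DBalP, and 6795594 to 20116214 (median 14500669) in the study with 7,12-B[a]AQ, 9,10-PQ and BEZO.
Each treatment was compared with its own DMSO group by limma on log2(normalized value + 1), with 1 fit per study and Benjamini-Hochberg adjustment per treatment. A DEG had an adjusted p under 0.05 and an absolute log2 fold change over 1.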

Details on these datasets including the exposure concentrations and the number of differentially expressed genes (DEGs) are included in Supplementary Table S1. 

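Across the 10 FRC treatments, the number of DEGs ran from 14 for TBPH to 2268 for TDBPP, with a median of 769. It ran from 20 for DBaiP to 274 for 7,12-B[a]AQ in the AHR2 Activators (median 69). DBalP had 1546 DEGs. TCDD had 76 DEGs, 65 of them higher and 11 lower than in the controls. No DEG was found for 1,5-DMN, 2-MN, 3-NF or Anthracene, for which 636, 868, 1327 and 2050 genes had an unadjusted p under 0.05. Of all DEGs in the FRC treatments 70.2% were higher than in the controls, against 66.9% in the AHR2 Activators. After rescaling every library to the same upper quartile these shares were 67.4% and 67.3%. With 2 settings chosen after seeing the data, the share was lower in the FRCs than in the AHR2 Activators. It was 72% against 73.78% with the deposited log2 values, and 69.45% against 71.35% with voom weights on recovered reads. The order of the classes therefore depended on the setting.
Single libraries weighed on these counts. The FRC median was 270.5 when replicate 4 of every treatment was left out, 477.5 without treatment replicate 3 and 312 without control replicate 1. The AHR2 Activator median fell to 42 without treatment replicate 3 and to 44 without control replicate 4. For TCDD, 48 DEGs were left without control replicate 3, 44 without treatment replicate 3 and 49 without treatment replicate 4.

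**Figure D1:**
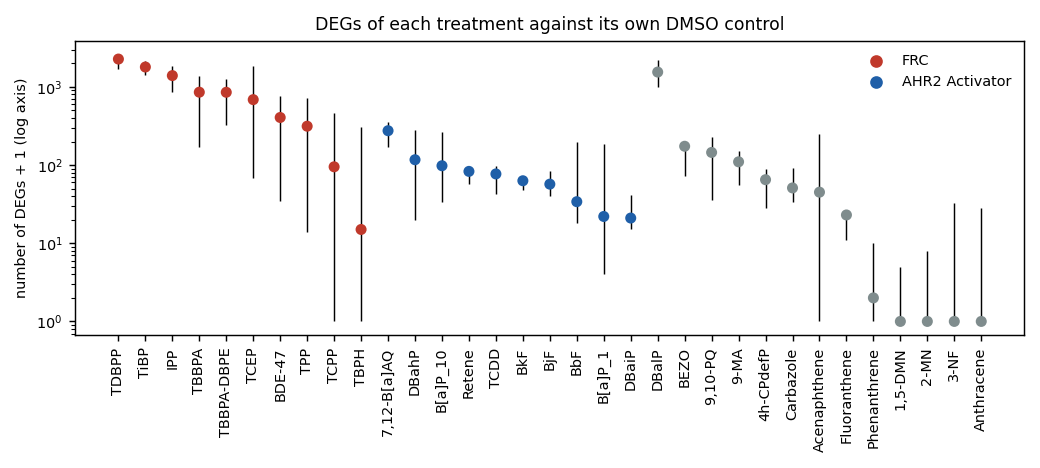
Number of DEGs plus 1, on a log axis, for the 33 treatments, with FRCs in red and AHR2 Activators in blue. Points give the values as reported and vertical lines the lowest and highest count over all alternative settings of the analysis.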

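A gene was counted as responding to a treatment when its adjusted p from limma was under 0.05, with no limit on the fold change. Under this rule 4930 of the 21854 genes responded to at least 3 of the 33 treatments. The median number of responding genes per treatment was 1918 for the FRCs and 202 for the AHR2 Activators. DBalP (6118 genes) and TDBPP (5571 genes) had the most. The alternative that raised the number of genes responding to at least 3 treatments most was 1 fit over all samples, which gave 8242. It fell to 2725, 2913 and 3267 without treatment replicate 1, 3 or 4, and to 3061 without control replicate 1.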

To gain an overview of transcriptomic patterns from the 33 unique chemical treatments, we first used Ward’s method of hierarchical clustering of the 10,346 genes that responded significantly to at least a subset of chemicals. 

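Ward's method with Euclidean distance was run on the log2 fold changes of the responding genes, and the tree was divided into 6 clusters. The adjusted Rand index, which is 1 for identical groupings and near 0 for unrelated ones, was 0.679 between these clusters and the DMSO control groups the treatments were compared with. It was 0.444 between the clusters and the chemical classes. Treatments that share control libraries also share the chance deviations of those libraries, so unchanged groups were simulated against the same controls. In 100 such simulations the index with the control groups was on average 0.777 (central 95% range 0.554 to 0.978). With replicate 1 of every treatment left out, the index was 0.356 with the control groups and 0.581 with the classes, and with replicate 4 left out it was 0.358 and 0.717.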

We observed that the treatments naturally clustered into six groups based on log_2_FC values (Fig. 1). Clusters 1 (orange) and 2 (red) represented all the flame retardant chemicals (FRCs) examined and were also more similar to each other than to other clusters in the dataset, showing that the overall transcriptomic response to FRCs is distinct from PAH and TCDD responses. In addition to differences in transcriptomic response based on chemical type, we also found that when we compared our clustering to our lab’s previous studies investigating the morphology and behavior effects caused by FRC exposure [6, 41], there were differences between transcriptomic response and developmental toxicity phenotype. For example, IPP exposure caused both morphology and behavior malformations at 120 hpf and yet, it clustered here with the relatively benign FRCs. 

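All 10 FRC treatments were in clusters that held only FRCs. BDE-47, TBBPA-DBPE, TBPH, TCEP, TCPP and TPP formed 1 of these clusters, and IPP, TBBPA, TDBPP and TiBP formed another. The number of FRC treatments in FRC-only clusters was 10 under all alternatives except 1: without treatment replicate 1 of every treatment it was 9. In 53 of the 100 simulations of unchanged groups all 10 FRC treatments were also in clusters of their own.
Over the 45 pairs of FRC treatments, the Pearson correlation of log2 fold changes across genes had a mean of 0.734 (0.433 to 0.921, SD 0.142). Genes are not independent replicates. Unchanged groups simulated against the same 4 control libraries gave a mean of 0.475 (0.249 to 0.815). When the 2 treatments of each pair were compared with different control libraries, with 2 of the 4 control libraries each, the mean correlation was 0.638, against 0.0117 (-0.393 to 0.495) in the simulations. The genes had been chosen with all 4 control libraries, a choice that the simulations did not repeat. A shift common to all 4 libraries would also remain in this comparison. The alternative that moved the mean correlation of the FRCs most was the use of all genes tested, which gave 0.604.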

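In the clustering of the deposited data, IPP at 19.8 µM was grouped with TBBPA (4 µM), TDBPP (3 µM) and TiBP (158 µM). With 1393 DEGs, 1006 higher and 387 lower, it had fewer DEGs than TDBPP and TiBP (1794) and more than the other 7 FRCs. Over all alternatives its count lay between 853 and 1832.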

While several PAHs in Cluster 3 (black) (9-MA, 3-NF, 2-MN, 1,5-DMN, Carbazole, and Anthracene) were previously determined to cause modest or no phenotypic responses in developing zebrafish, other chemicals in this cluster including 4 h-CPdefP, 7,12-B [a] AQ, and TCDD are known to cause overt developmental toxicity [7, 38, 42]. These observations demonstrated that transcriptional response and phenotypic outcome are often not strongly correlated. 

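The 7 treatments compared with DMSO_B (9-MA, 3-NF, 2-MN, 1,5-DMN, Carbazole, Anthracene and 4h-CPdefP) were in 1 cluster, together with 7,12-B[a]AQ, 9,10-PQ and BEZO. There were 109 DEGs for 9-MA, 64 for 4h-CPdefP and 50 for Carbazole. TCDD was in another cluster, with the 9 treatments compared with DMSO_A. When DMSO_A and DMSO_B were pooled as 1 control group, 12 of the 16 treatments of that study shared a cluster with treatments of the other set, against 0 of 16 with their own controls. With their own controls it was also 9 with the deposited log2 values or without treatment replicate 1, 10 without treatment replicate 4 and 16 with each entry of a shared lane and index as its own replicate, and 0 under the other alternatives.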

Clusters 4 and 5 consisted of the remaining PAHs in this study. 

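B[a]P at 1 µM and at 10 µM formed a cluster of their own, and DBalP at 10 µM was alone in the last cluster. These 3 treatments were compared with the same control libraries. The DEG counts of B[a]P were 21 at 1 µM, all higher than in the controls, and 97 at 10 µM, of which 87 were higher. Across the alternatives they ran from 3 to 185 and from 33 to 265.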

We noted that within all the PAHs and TCDD, the chemicals known to predominantly activate AHR2 (“AHR Activators”, see Supplementary Table S1) did not group together. 

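Of the 10 AHR2 Activators, 7 were in 1 cluster (BbF, BjF, BkF, DBahP, DBaiP, Retene and TCDD). The 2 treatments with B[a]P and 7,12-B[a]AQ were elsewhere. This largest number was 6 to 9 over all alternatives, the highest without treatment replicate 4, and on average 5.86 in the simulations of unchanged groups. Over the 16 pairs of AHR2 Activators with the same control libraries the mean correlation of log2 fold changes across genes was 0.700, and over the 29 pairs with different control libraries it was 0.269. For comparison, unchanged groups simulated against the 3 DMSO_A libraries had a mean correlation of 0.565 (0.439 to 0.779). With DMSO_A and DMSO_B pooled, 1 cluster held BjF, BkF, DBaiP, Retene, TCDD and both B[a]P treatments.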

The hierarchical clustering analysis presented here indicates that chemical type is the strongest driver of overall transcriptomic response, rather than known mechanism of action or magnitude of developmental toxicity within the chemical classes.

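The mean correlation across genes was -0.0738 over the 230 pairs of an FRC and another treatment and -0.000321 over the 357 pairs of treatments from different studies. It was 0.216 over the 63 pairs of a treatment compared with DMSO_A and one compared with DMSO_B. Since all FRC treatments came from 1 study with 1 control group, and no other treatment did, chemical class and study coincide for the FRCs. From the separation of FRCs in the tree, and the spread of AHR2 Activators over several clusters, the paper concludes that the type of chemical drives the transcriptomic response more than the mechanism of action or the degree of developmental toxicity.

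**Figure D2:**
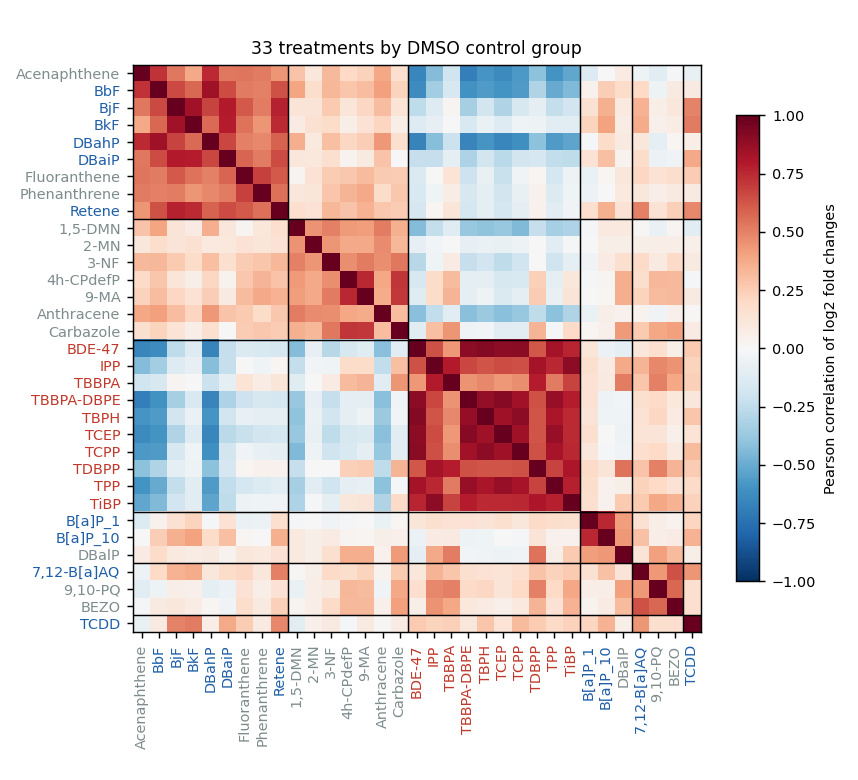
Pearson correlation across genes of the log2 fold changes of the 33 treatments, ordered by DMSO control group (black lines), with names colored by class (red FRC, blue AHR2 Activator). The FRC block has a mean correlation of 0.734 over its 45 pairs.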

**Fig. 1:**
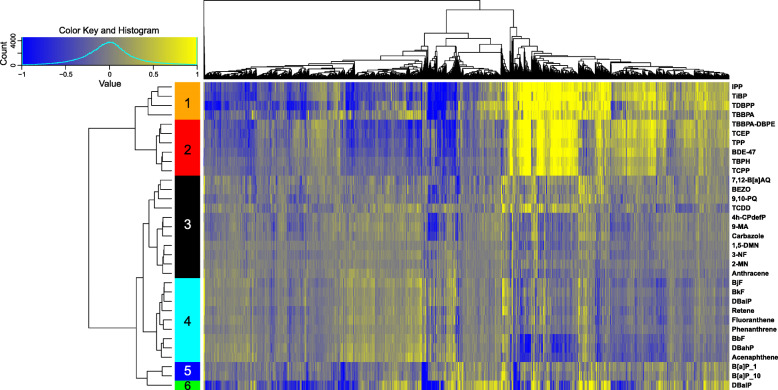
Heatmap of 48-hpf zebrafish transcriptomic response to ten Flame Retardant Chemical (FRC), 22 Polycyclic Aromatic Hydrocarbon (PAH), and 1 TCDD treatment. Average log2 fold change (log2FC) values for each chemical treatment (y-axis) are shown, with yellow indicating higher expression and blue indicating lower expression compared to each chemical’s DMSO control. Both genes and treatments are grouped via hierarchical clustering with clusters of treatments (Clusters 1–6) indicated by colors on the left

### Global analysis of full co-expression network

We next inferred a co-expression network using the random forest method, GENIE3 [31], and grouped genes into one of 23 different modules ranging in size from 14 to 425 genes. 

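The network was inferred again from the log2 fold changes of the 4930 genes in the 33 treatments, with 1000 trees per gene and 70 candidate regulators at each node. An importance weight over 0.00858 gave 1887 edges between 1900 genes, of which 923 genes and 1229 edges formed the largest connected part. Fast greedy clustering, keeping modules of at least 12 genes, gave 24 modules of 12 to 111 genes. With another random seed there were 23 modules of 12 to 109 genes. Taking the 4373 strongest edges needed a weight of 0.00743 and gave 3061 genes in 24 modules of 15 to 240 genes. A weight over 0.012 left 232 genes with an edge and 1 module, of 18 genes. Another alternative used the log2 ratio of each of 123 exposed libraries to its control mean in place of treatment means. It gave 25294 edges between 4474 genes and 9 modules with 300 trees per gene.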

We chose to use GENIE3 as we have found it be highly accurate in our previous work [43], as well as in other studies that directly compare gene co-expression network methods [29]. While these previous studies were in bacterial or human systems, we used similar methods like those we already published [43] to compare GENIE3 to other gene co-expression methods using the zebrafish data in this study. Again, GENIE3 was found to be the most accurate and provided the most comprehensive network with our data (data not shown). Figure 2 shows the location of the 12 largest modules calculated based on the number of genes they each contain. Table 1 provides module information including number of genes in each module and colors for each module used in Fig. 2. We carried out functional enrichment on all modules using g:Profiler [44] and found that several modules were significantly enriched (adjusted *p-value* < 0.05, function is overrepresented in a module compared to the whole genome) for one or more processes (Supplementary Table S2). Table 1 shows the pathway(s) that had the highest functional enrichments for each module, and demonstrates the diversity in functional enrichment across all the modules, with some examples of the most enriched functions highlighted in Fig. 2. Many of the functions are related to disruptions to normal development such as nervous system (Modules 1 and 5) and axon development (Module 10), in addition to processes associated with ion transporter activities (Modules 2 and 6) and gene expression (Modules 4 and 14).

**Fig. 2:**
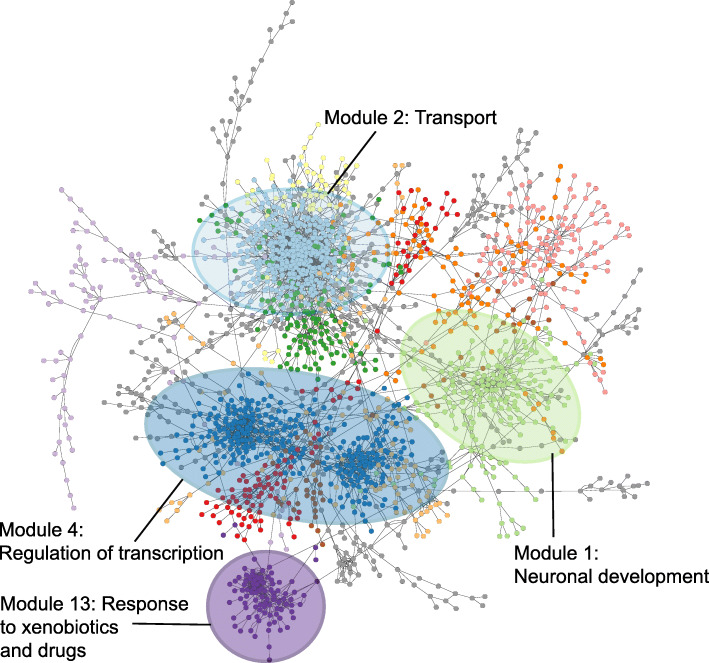
Gene co-expression network of 48-hpf zebrafish transcriptomic response to chemicals. Small colored circles represent zebrafish genes (nodes), and lines (edges) connecting the genes represent instances of high co-expression. Nodes are colored by the module they belong to with processes highly enriched in four example modules indicated

**Table 1:**
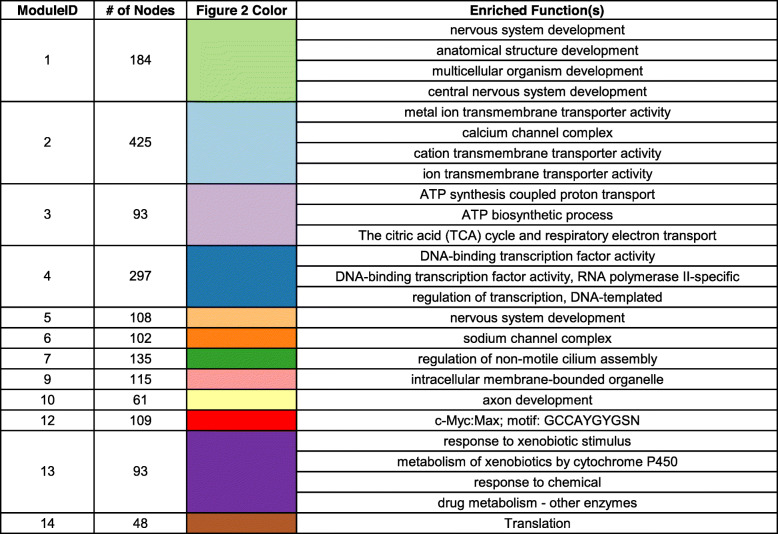
Top GO term enrichment of genes in 12 largest modules of the full gene co-expression network

To visualize how the network groups genes that respond to particular classes of chemicals, we overlaid gene expression changes from response to either the FRCs or the AHR2 Activators onto the full co-expression network. Overlaying gene expression changes was done by determining how many FRCs or AHR2 Activator chemicals each gene responded to (i.e. whether it was a DEG with *p*-value < 0.05 and log_2_FC > 1, for a given chemical treatment). Genes in the network were then sized and colored by how many chemicals they responded to with larger green nodes responding to more chemical treatments and smaller brown nodes responding to fewer chemical treatments. 

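A gene was taken as FRC-responsive when it was a DEG in at least 5 of the 10 FRCs, and 391 genes met this. Of these, 50 had an edge in the network. The module that held the most of them held 3, which is 6% of the 50 (exact 95% binomial interval 1.26% to 16.6%, with genes not independent). Of the 50 genes, 16 were spread over 12 modules, and 34 were outside the modules of at least 12 genes. In the network from single libraries this share was 83.3%, with 320 of 384 genes in 1 module of 946 genes. It was 9.57% with the 4373 strongest edges and 16.7% (1 of 6 genes) with a weight over 0.012. When a DEG in at least 3 of the 10 FRCs was enough, it was 15.6% (49 of 314 genes).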

Genes responding to the FRCs were spread across several modules (Modules 2, 7, and 10, with some being in Modules 1 and 6, Fig. 3A). Functional enrichment showed that Module 1 was strongly enriched for development processes including multicellular, neuronal, and anatomical structure development. Module 2 was enriched for transport mechanisms including metal ion, cation and calcium transporters among others, similar to Module 6, which was enriched for sodium channel complexes (Table 1). In addition, Module 7 was enriched for regulation of non-motile cilium assembly, while Module 10 was enriched for axon development. The large number of FRC-responsive genes making up these modules strongly suggests that response to the FRCs in our dataset centers around these pathways and processes. In contrast to the FRCs, genes responding to the AHR2 Activators were very tightly localized to one location in the network (Module 13, Fig. 3B). 

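There were 29 genes that were DEGs in at least 5 of the 10 AHR2 Activators, and 27 of them had an edge in the network. The module with cyp1a held 19 of the 27, or 70.4% (exact 95% binomial interval 49.8% to 86.3%), and of the others 5 were in further modules and 3 outside the modules. This share was 92.6% with the 4373 strongest edges, 89.7% in the network from single libraries, 84% with another random seed and 66.7% with a weight over 0.012. When a DEG in at least 3 of the 10 AHR2 Activators was enough, it was 49.1% of 53 genes.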

Module 13 was specifically enriched for known chemical response pathways such as xenobiotic phase I and phase II metabolism, and oxidative stress, consistent with AHR functions [45, 46]. This module was also very tightly clustered (there were a number of edges linking genes within Module 13), indicating that the genes in this module are highly co-expressed relative to each other and are strongly regulated in response to AHR2 Activator exposure. 

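The module with cyp1a held 87 genes and 197 edges, which is 5.27% of its possible gene pairs. The density was 2.31% in the largest module (111 genes, 141 edges), 2.45% in the second (93 genes, 105 edges), 2.90% in the fourth (70 genes) and 4.48% in the fifth (66 genes). It was 4.31% to 4.99% in the 5 modules of 42 to 51 genes and 6.06% to 16.7% in the modules of 34 genes or fewer, highest in the smallest one, which had 12 genes and 11 edges. The median over its genes of the median log2 fold change in the AHR2 Activators was 0.43 in the module with cyp1a, and its median in the FRCs was -0.20.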

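In the network inferred from the deposited data, cyp1a, cyp1c1, ahr2, ahrra, ahrrb and foxq1a were in the same module. Their median log2 fold changes over the 10 AHR2 Activators were 7.34 for cyp1a, 3.64 for cyp1c1, 3.89 for ahrra, 1.65 for ahrrb, 2.14 for foxq1a and 0.44 for ahr2. For ahr2 no treatment passed the DEG limits, and 8 treatments, 5 of them AHR2 Activators, had an adjusted p under 0.05. The largest change of ahr2 was 0.96 in TCDD (standard error 0.09, adjusted p = 0.000248 from limma).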

Genes within Module 13 include known zebrafish AHR2-regulated genes upon PAH exposure including, *cyp1a, cyp1c1, ahr2, ahrra, ahrrb,* and *foxq1a* [39]. Thus, our chemical subgroup-specific module analysis shows that gene responses to FRCs are more spread across the network and are associated with several different pathways and developmental processes, while AHR2 Activators induce a much more focused and tightly controlled response consisting specifically of pathways linked to xenobiotic exposure. 

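In single modules the number of FRC-responsive genes was 0 to 3 and the module with cyp1a held 2. In the network from single libraries the 29 AHR2 Activator-responsive genes lay in 2 modules, apart from 2 outside them, and the 384 FRC-responsive genes lay in 5, apart from 1 outside them. From the spread of FRC-responsive genes over several modules and the location of AHR2 Activator-responsive genes in 1 module, the paper concludes that responses to FRCs are associated with several pathways and developmental processes, while AHR2 Activators induce a focused response of xenobiotic pathways.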

The remaining modules did not contain large numbers of genes that responded to either the FRCs or the AHR2 Activators and were likely driven by the remaining chemicals in our dataset. Several were enriched for general housekeeping processes in 48-hpf zebrafish [4], including neuronal (Module 5) and eye (Module 8) development (Table 1).

**Fig. 3:**
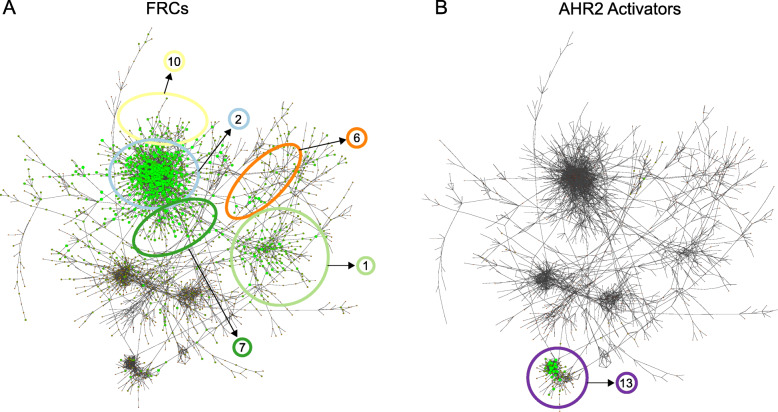
Network response to FRCs and AHR2 Activators. **A** Nodes are colored and sized by the number of FRCs they respond to (defined as an FDR *p-value* < 0.05 when comparing chemical to DMSO control, no fold-change cutoff). Larger green nodes respond to a more chemicals, smaller brown nodes respond to fewer chemicals. General location of modules highly associated with FRCs (Modules 1, 2, 6, 7, and 10) are indicated. **B** Same as (**A**) but showing response to AHR2 Activators. Location of Module 13, highly associated with the AHR2 Activators, is indicated

### Centrality analysis

While hierarchical clustering and module analysis can give broad overviews of pathway responses and modules associated with specific chemicals, networks also contain valuable gene-specific co-expression information. Centrality analysis of network genes based on betweenness or degree can reveal which genes are critical within the transcriptomic map of a biological system [34]. Genes of high degree are those with several connections to other genes and are termed “hubs”. Genes of high betweenness are those that occupy positions as links between larger clusters of genes, and are termed “bottlenecks”. Supplementary Figure S1A shows the top 20 genes from the network with the highest betweenness centrality values. The gene with the highest betweenness was *apc*, which codes for a regulator of the WNT signaling pathway [47] (Table 2). 

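With a weight over 0.00858, apc had no edge, so it had no betweenness value in the network inferred here. It was a DEG in 0 of 33 treatments, and its adjusted p was under 0.05 in 6, of which 5 were FRCs. Its median log2 fold change was -0.25 over the FRCs (-0.65 to 0.02) and 0.07 over the AHR2 Activators (0.01 to 0.30). The gene with the highest betweenness was aifm4 (0.000775), followed by sult6b1 (0.000700), cbr1l (0.000621) and gstp1 (0.000559). The names aifm4 and cbr1l were picked after their values were seen.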

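The 20 genes with the highest betweenness were in 3 modules. Of the 20, 7 were DEGs in at least 5 AHR2 Activators and 0 were DEGs in at least 5 FRCs. Of the genes in Table 2, 17 responded to at least 3 treatments and 5 had an edge in the network (ubl3b, kdm5ba, ppp2r3a, ccdc43 and dimt1l). The largest changes among Table 2 genes were in the FRCs for tfe3a (median log2 fold change 3.12), cacna1da (1.67) and kremen1 (1.60), while the lowest medians were -0.94 for ubl3b, -0.75 for kdm5ba and -0.74 for tfap2a.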

Bottleneck genes were also found throughout the network and in several different modules suggesting that such genes do not respond in a particularly strong way to any specific chemical or chemical class, but are associated either with general chemical response or with zebrafish housekeeping processes.

**Table 2:** Top 20 genes with highest betweenness in network

Gene	Function	Betweenness	Degree	Indegree^**a**^	Outdegree^**b**^	ModuleID
*apc*	APC regulator of WNT signaling pathway	0.27773144	9	3	6	1
*ubl3b*	ubiquitin-like 3b	0.24156245	7	2	5	1
*mapk7*	mitogen-activated protein kinase 7	0.2232999	5	4	1	1
*gata3*	GATA binding protein 3	0.18845384	8	3	5	1
*tfap2a*	transcription factor AP-2 alpha	0.07893617	11	4	7	1
*kdm5ba*	lysine (K)-specific demethylase 5Ba	0.07449596	3	1	2	1
*sf3b6*	splicing factor 3b, subunit 6	0.0737653	3	2	1	1
*pfklb*	phosphofructokinase, liver b	0.07243628	5	1	4	1
*kremen1*	kringle containing transmembrane protein 1	0.22835862	14	4	10	2
*cacna1da*	calcium channel, voltage-dependent, L type, alpha 1D subunit, a	0.10295178	30	5	25	2
*tfe3a*	transcription factor binding to IGHM enhancer 3a	0.07136245	30	11	19	2
*rusc1*	RUN and SH3 domain containing 1	0.06976945	6	2	4	3
*ppp2r3a*	protein phosphatase 2, regulatory subunit B″, alpha	0.25738053	4	2	2	4
*bhlhe23*	basic helix-loop-helix family, member e23	0.14505353	19	8	11	4
*fosl2*	fos-like antigen 2	0.10537935	18	7	11	4
*sgsm1a*	small G protein signaling modulator 1a	0.07037308	11	5	6	7
*ccdc43*	coiled-coil domain containing 43	0.09757468	3	2	1	9
*dimt1l*	DIM1 dimethyladenosine transferase 1-like (*S. cerevisiae*)	0.08821623	5	3	2	9
*g3bp1*	GTPase activating protein (SH3 domain) binding protein 1	0.07623317	7	4	3	11
*prr12a*	proline rich 12a	0.09610248	7	7	0	12

^a^ Number of edges emanating to the gene

^b^ Number of edges emanating from the gene

Genes of highest degree centrality (top 20) showed different location patterns within the network compared to genes of highest betweenness (Supplementary Figure S1B). Table 3 shows that the highest degree genes were primarily grouped into Module 13 (12 genes) which was enriched for AHR2 Activators, and Module 2 (7 genes), which was enriched for the FRCs. 

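Among the 20 genes of highest degree in the network inferred here, 15 were in the module with cyp1a and 5 in a neighboring module (gsr, htatip2, psme2, aifm4 and cbr1l, named after their values were seen). The degrees ran from 24 to 10. Table 3 lists 10 of these 20 genes. The last place was tied at a degree of 10, and cbr1l was counted in these numbers. The Table 3 gene cyb5a, in the module with cyp1a, had the same degree and was not counted. Of the genes in Table 3, 13 had an edge in the network, and all 13 except gng13b were in the module with cyp1a. The 7 Table 3 genes of the paper's Module 2 (mxd1, zgc_158689, cacna1da, osbpl2a, srgap3, tfe3a and NA_146) had no edge over the weight limit. In the network from single libraries, the degrees of these 7 genes were 53 for zgc_158689, 65 for tfe3a, 69 for srgap3, 77 for NA_146, 79 for cacna1da, 88 for mxd1 and 95 for osbpl2a, and none of the 20 highest degrees was in the module with cyp1a.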

There was one additional high degree gene from the list of the top 20 that was found in Module 4. This degree centrality analysis shows that the most highly connected genes within our network are those specifically responding to AHR2 Activator or FRC exposure, in contrast to high betweenness genes which are more distributed throughout the network. 

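Of the 20 genes of highest degree, with cbr1l in the tied last place, 13 were DEGs in at least 5 AHR2 Activators. In at least 5 FRCs, 1 of the 20 (foxq1a) was a DEG. The log2 fold change of foxq1a was positive in all 10 AHR2 Activators and negative in all 10 FRCs. From the modules of its highest degree genes the paper concludes that the most connected genes are those that respond to AHR2 Activators or FRCs.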

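The degree of cyp1a was 24, with 16 edges in which another gene predicts it and 8 in which it predicts another gene. The degree of ahrra and of slincR was 23, and that of sult6b1 was 20. In the AHR2 Activators, log2 fold changes of cyp1a were 5.13 to 7.90, and those of sult6b1 were 1.32 to 2.80 (median 2.17). Both were DEGs in all 10 AHR2 Activators. In the FRCs sult6b1 was a DEG in 1 treatment.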

The genes with the highest degree were *cyp1a* and *sult6b*, both previously shown to be highly induced by PAHs [39]. While the *cyps, gstp1*, and *ahrra* are all involved in response to xenobiotic stimulus and metabolism, the functional roles of the other high degree genes are less clear. *SlincR* and *foxq1a* appear to have roles in TCDD-induced toxicity in zebrafish; *slincR* was recently identified as a long noncoding RNA that is involved in the regulation of *sox9b*, one of the most highly depressed transcripts upon TCDD exposure [12], and *foxq1a* was induced by TCDD in the jaw primordium of developing zebrafish [13]. It is unknown what the specific roles of *gng13b, wfikkn1,* and *mxd1* are as they relate to chemical exposure; however, identification of these hub genes is suggestive of their potentially important roles in mediating toxicity of some of the chemicals in our network. We also highlight three high degree Module 2 genes that might be involved in pathways associated with disruption of neurodevelopment due to FRC exposure: *srgap3*, involved in neurodevelopmental processes as reviewed previously [48], *tfe3a*, an important transcription factor [49], and *cacna1da*, associated with calcium ion transport in neuronal signaling [50, 51]. 

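Normalized values of srgap3 were 92.4 ± 30.8 (SD, n = 4) in the DMSO control of the FRCs and 711 ± 117 (SD, n = 4) in TiBP, a log2 fold change of 2.99 (standard error 0.48, adjusted p = 2.43e-05 from limma). It was a DEG in 9 FRCs, all but TBPH. For tfe3a, normalized values were 23.7 ± 12.6 (SD, n = 4) in the control and 774 ± 89.5 (SD, n = 4) in TiBP, a log2 fold change of 5.10 (standard error 0.50, adjusted p = 1.47e-09), and it was a DEG in all 10 FRCs. For cacna1da the control had 100.6 ± 19.1 (SD, n = 4), TiBP had 402 ± 58.7 (SD, n = 4), a log2 fold change of 2.00 (standard error 0.40, adjusted p = 0.000417), and 8 FRCs had it as a DEG. Over the AHR2 Activators the median log2 fold changes were -0.10 for srgap3, -0.08 for tfe3a and 0.06 for cacna1da, and srgap3 was a DEG in 2 of these treatments.
The mean log2(normalized value + 1) of the 7 Table 3 genes of Module 2 was 6.10 in DMSO_FRC, 7.34 to 9.01 in the FRC treatments and 7.09 to 9.05 in the other 5 control groups. These genes also varied together between replicate libraries of 1 group. In the 101 libraries of the other 4 studies, the mean correlation of their deviations from the group mean was 0.896, against at most 0.242 in 1000 random gene sets of the same size. Among the FRC libraries the lowest mean levels were 6.30 in TBBPA replicate 3, 6.76 in TCEP replicate 2, 6.77 in TPP replicate 1 and 6.89 in TBBPA replicate 4. The paper proposes that srgap3, tfe3a and cacna1da take part in pathways tied to disrupted neurodevelopment after FRC exposure.

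**Figure D3:**
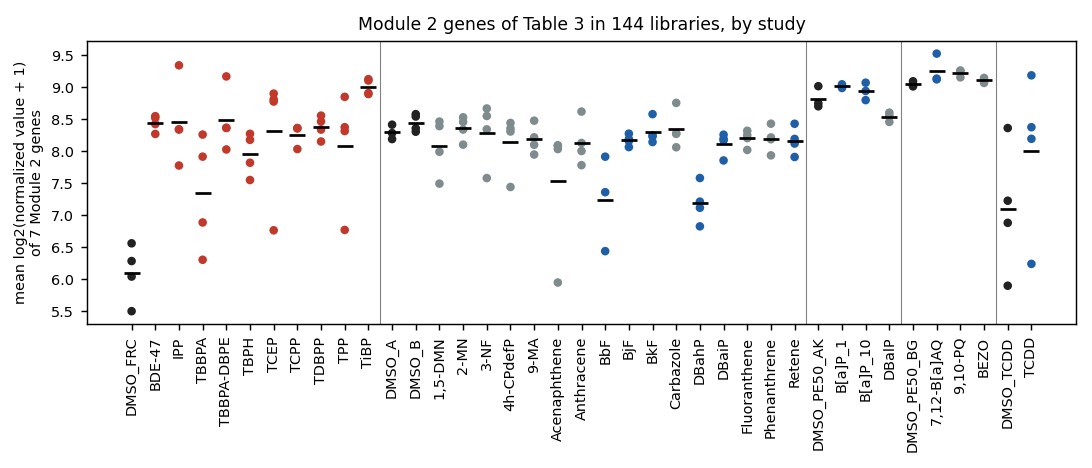
Mean log2(normalized value + 1) of the 7 Module 2 genes of Table 3 in each of the 144 libraries (points, colored as red FRC, blue AHR2 Activator, black DMSO), with the mean of each group as a bar. Gray lines part the studies, and the 4 DMSO_FRC libraries lie between 5.50 and 6.56.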

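Further genes that Table 4 lists were compared with the DMSO control of the FRCs. Median log2 fold changes over the 10 FRCs were 2.37 for osbpl2a, 2.16 for purab, 2.01 for zgc_158689, 1.31 for mxd1, 1.24 for sgsm1a, 1.20 for fermt2 and 1.20 for apc2. They were 0.72 for adam22 and 0.49 for celsr3. As DEGs, osbpl2a was found in 10 FRCs, purab and zgc_158689 in 8, mxd1, sgsm1a and fermt2 in 7, apc2 in 4, adam22 in 2 and celsr3 in 0, where celsr3 had an adjusted p under 0.05 in 2 FRCs. Among the genes that were DEGs in all 10 FRCs and changed in 1 direction, the largest medians were 3.28 for znf821 and 2.31 for tbc1d9b, apart from tfe3a, NA_146 and osbpl2a.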

Other high degree genes associated with FRC exposure are presented in Table 4, and the high centrality within their respective modules are suggestive of their potentially important roles in the toxicity of FRCs included in this study. We also examined which of these high degree genes responded to specific chemical treatments and found that many of them responded only to a subset of conditions (with *p-*value < 0.05, and log_2_FC > 1) (Supplementary Table S3). Therefore, while there was some overlap between centrality analysis and more fundamental pairwise comparisons to identify genes critical to chemical response, our network approach also found several new genes that would not have been found by simply comparing individual treatments to control. 

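The 20 genes of Table 3 were DEGs in 6 (cyb5a) to 17 (cyp1a, foxq1a) of the 33 treatments in the deposited data. The numbers were 12 for sult6b1, cyp1c1 and wfikkn1, 11 for ahrra, srgap3 and NA_146, 10 for cyp1c2, pkhd1l1, osbpl2a and tfe3a, and 9 for slincR. They were 8 for gstp1, zgc_158689 and cacna1da, and 7 for gng13b, mxd1 and NA_732. All treatments with mxd1, zgc_158689, cacna1da, osbpl2a or tfe3a as a DEG were FRCs, and all with slincR, cyb5a or NA_732 as a DEG were AHR2 Activators. An adjusted p under 0.05 with no fold change limit was found in 16 treatments for sult6b1 and gstp1, 15 for cyp1c1 and 13 for cyp1c2.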

We also identified two genes of high degree that were completely uncharacterized, NA_732 (Module 13) and NA_146 (Module 2) (Entrez GeneIDs: 108182865 and 100,332,468 respectively). Identification of these uncharacterized genes in our analysis alongside genes that are strongly linked to AHR2 Activator or FRC exposure suggests that they should be investigated in future analyses.

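NA_732 (GeneID 108182865) was a DEG in 7 AHR2 Activators. Its largest log2 fold change was 3.34 in TCDD (standard error 0.22, adjusted p = 1.23e-05 from limma), from 20.4 ± 4.74 (SD, n = 4) to 216 ± 54.0 (SD, n = 4) normalized counts, and its degree in the network was 15. NA_146 (GeneID 100332468) was a DEG in all 10 FRCs, with log2 fold changes of 1.24 in TBBPA to 3.27 in TiBP. In DBahP, NA_146 was lower than in DMSO_A by a log2 fold change of -1.36 (standard error 0.29, adjusted p = 0.008 from limma), and its level is 1 of the 7 that vary together between replicate libraries.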

**Table 3:** Top 20 genes with highest degree in network

Gene	Function	Betweenness	Degree	Indegree^**a**^	Outdegree^**b**^	ModuleID
*cyp1a*	cytochrome P450, family 1, subfamily A	0.00235481	41	17	24	13
*sult6b1*	sulfotransferase family, cytosolic, 6b, member 1	0.01272304	41	12	29	13
*cyp1c1*	cytochrome P450, family 1, subfamily C, polypeptide 1	0.00466897	39	17	22	13
*cyp1c2*	cytochrome P450, family 1, subfamily C, polypeptide 2	0.00712917	37	19	18	13
*gng13b*	guanine nucleotide binding protein (G protein), gamma 13b	0.03415074	37	12	25	4
*gstp1*	glutathione S-transferase pi 1	0.06511838	34	14	20	13
*wfikkn1*	WAP, follistatin/kazal, immunoglobulin, kunitz and netrin domain containing 1	0.00465263	34	16	18	13
*ahrra*	aryl-hydrocarbon receptor repressor a	0.0040985	33	17	16	13
*foxq1a*	forkhead box Q1a	0.00479027	33	13	20	13
*mxd1*	MAX dimerization protein 1	0.03254926	32	9	23	2
*slincR*	None	8.00E-04	32	15	17	13
*zgc.158689*	None	0.01270125	31	13	18	2
*cacna1da*	calcium channel, voltage-dependent, L type, alpha 1D subunit, a	0.10295178	30	5	25	2
*osbpl2a*	oxysterol binding protein-like 2a	0.01197251	30	8	22	2
*srgap3*	SLIT-ROBO Rho GTPase activating protein 3	0.01114073	30	10	20	2
*tfe3a*	transcription factor binding to IGHM enhancer 3a	0.07136245	30	11	19	2
*cyb5a*	cytochrome b5 type A (microsomal)	0.00566261	28	15	13	13
*pkhd1l1*	polycystic kidney and hepatic disease 1 (autosomal recessive)-like 1	0.04172331	28	12	16	13
*NA_732*	None	7.84E-04	27	13	14	13
*NA_146*	None	0.01266327	26	5	21	2

^a^ Number of edges emanating to the gene

^b^ Number of edges emanating from the gene

**Table 4:** Genes with the highest degrees from the modules associated with FRC exposure (Modules 2, 7, and 10)

Module	Degree	Gene	Name	Known function in zebrafish from previous studies	Reference
2	32	*mxd1*	Max Dimerization Protein 1	unknown	
	31	zgc.158689	unidentified	unknown	
	30	*osbpl2a*	oxysterol binding protein-like 2a	unknown	
	30	*srgap3*	Slit-Robo GTPase activating protein 3	role in neurodevelopmental processes	[46]
	30	*tfe3a*	Transcription factor-binding to IGHM enhancer 3a	Part of the MiT family coding for basic-helix-loop-helix/leucine zipper class transcription factors	[47]
	30	*cacna1da*	calcium channel, voltage-dependent, L type, alpha 1D subunit, a	calcium channel-related gene whose expression was shown to be altered by triadimefon, a broad-spectrum fungicide, and silica nanoparticle exposures to embryonic zebrafish	[48, 49]
7	18	NA_1170	uncharacterized		
	12	*purab*	Purine-rich element-binding protein Ab	unknown	
	11	*sgsm1a*	small G protein signaling modulator 1a	associated with small G protein-mediated signal transduction	[50]
	10	*fermt2*	fermitin family member 2	part of the Kindlin or Fermitin family of scaffold proteins important for signaling across membrane-spanning integrin adhesion receptors	[51]
10	10	*apc2*	APC regulator of WNT signaling pathway 2	in the family of genes coding for a regulator of the WNT signaling pathway	[45]
	10	*celsr3*	cadherin, EGF LAG seven-pass G-type receptor 3	plays a role in the facial motor neuron migration in zebrafish	[52]
	9	*adam22*	ADAM metallopeptidase domain 22	unknown	
	9	NA_108	unidentified	unknown	

### Analysis of module 13

Module 13 of the network is a critical AHR2 activation module associated with xenobiotic metabolism pathways. Centered within Module 13 is *cyp1a*, a well-studied biomarker gene of AHR exposure that is involved in detoxification of xenobiotics. This gene has been previously shown to be highly induced by TCDD and several PAHs [39, 52], has a high degree centrality in our network, and also responds to a large number of treatments (20/33 chemical treatments induce *cyp1a*). 

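In the deposited data cyp1a was a DEG with higher expression in 17 of the 33 treatments, among them all 10 AHR2 Activators. Its mean normalized value was 178 ± 39.3 (SD, n = 4) in the TCDD controls and 36480 ± 7760 (SD, n = 4) with TCDD, a log2 fold change of 7.68 (standard error 0.17, adjusted p = 2.45e-10 from limma). In Fluoranthene cyp1a changed by a log2 fold change of 3.11 (standard error 0.42, adjusted p = 3.99e-06). In 9,10-PQ it changed by 1.25 (standard error 0.12, adjusted p = 7.38e-06). In 3-NF, Phenanthrene and Anthracene the log2 fold changes of cyp1a were 1.80, 1.86 and 1.76, with adjusted p of 0.0906, 0.189 and 0.188. The Anthracene value was raised by replicate 3, with a log2 level of cyp1a of 11.68, against 7.67 to 9.28 in the other Anthracene libraries. In the FRCs the log2 fold changes of cyp1a lay between -0.52 and 0.68, with no adjusted p under 0.05. The smallest of these was 0.0786 for cyp1a in IPP. With DMSO_A and DMSO_B pooled, 20 treatments induced cyp1a, which was the largest change among the alternatives (16 to 20).

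**Figure D4:**
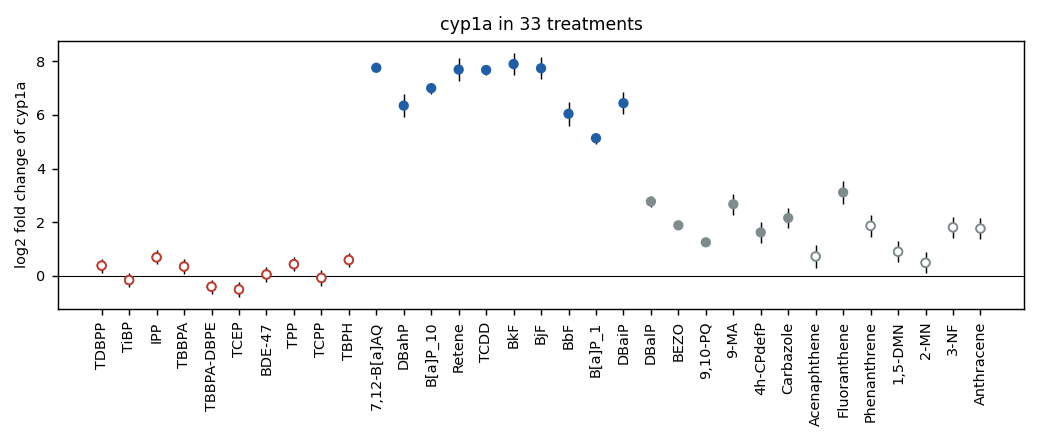
Log2 fold change of cyp1a against the DMSO control of each of the 33 treatments, with standard errors from limma. Filled points are DEGs and open points are not (red FRC, blue AHR2 Activator), and all 10 AHR2 Activators lie above all other treatments.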

We extracted a subnetwork of the second order network neighborhood for *cyp1a* (Fig. 4A), which is defined as any gene connected directly to *cyp1a* through an edge, or any gene connected to a gene that is connected directly to *cyp1a*. Within this subnetwork, there were 55 genes (including *cyp1a*), and 339 edges. 

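In the network inferred here, the second order neighborhood of cyp1a held 49 genes, cyp1a included, and 166 edges. With the 4373 strongest edges it held 84 genes and 308 edges, with another random seed 45 genes and 189 edges, and with a weight over 0.012 it held 11 genes and 16 edges. In the network from single libraries there were 154 genes and 598 edges. Of the 25 genes in Supplementary Table S4, 18 were in this second order neighborhood.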

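In the network inferred from the deposited data, 18 genes were directly linked to cyp1a, and 10 of them are in Supplementary Table S4 (NA_732, ahrra, ahrrb, cyb5a, cyp1c1, foxq1a, im_7150988, si.ch211.229d2.5, slincR and zgc_153031). The genes sult6b1, cyp1c2, gstp1, wfikkn1, fgf7 and tiparp were in the module with cyp1a without a direct edge to it. Their degrees were 14 for cyp1c2, 9 for gstp1, 17 for wfikkn1, 11 for fgf7 and 11 for tiparp. No edge over the weight limit was found for clcn2c.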

Several of the high degree Module 13 genes (Table 3) were present in *cyp1a*’s first degree network neighborhood including *sult6b1*, *cyp1c1*, *cyp1c2*, *gstp1*, *wfikkn1*, *foxq1a*, *ahrra*, and *slincR* (Fig. 4B). Additionally, *clcn2c*, *fgf7*, and *tiparp* were also part of this group. The second order network neighborhood of *cyp1a* consisted of *ahr2, gstp1*, and *dhrs13la*, and several other genes that have not been previously associated with PAH bioactivity in zebrafish. 

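In the deposited data ahr2 and gstp1 were in the module of cyp1a, with a degree of 2 for ahr2. The gene gstp1 was a DEG in 7 AHR2 Activators, with log2 fold changes from 0.80 to 2.45 and a median of 1.45. The name dhrs13la was not matched to a gene of the deposited table.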

For genes in this group that have not yet been found to have a role in this response including *edn1*, *plvapa*, and *thsb1b*, and several uncharacterized genes, our analysis suggests that their roles as they relate to PAH exposure should be investigated in future studies.

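The genes edn1 and thbs1b were in the module of cyp1a, with degrees of 1 and 2, and plvapa had a degree of 2 outside the modules. Over the 10 AHR2 Activators, median log2 fold changes were 0.78 for edn1, which was lower than the control in 1 treatment, 1.03 for plvapa (0.39 to 1.41) and 0.28 for thbs1b (0.04 to 0.63). In the AHR2 Activators, plvapa was a DEG in 5, edn1 in 1 and thbs1b in 0, where thbs1b had an adjusted p under 0.05 in 5.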

**Fig. 4:**
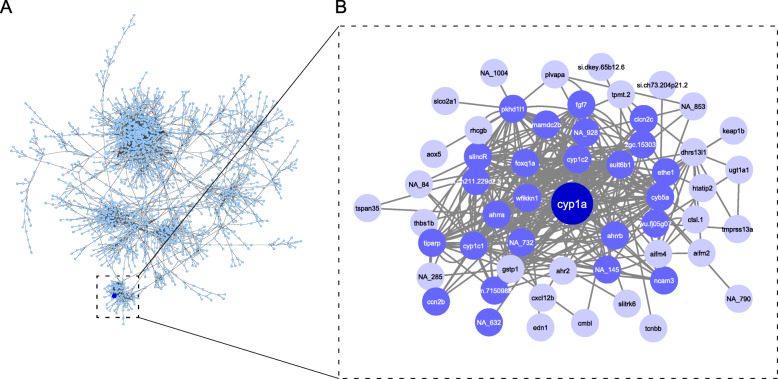
Network neighborhood of *cyp1a*. **A** The full network is shown with each blue circle (node) representing a zebrafish gene (2141 nodes are shown which represent the main network), and each line representing an edge (4373 edges are shown which represent the main network). The dark blue node represents *cyp1a*. **B** A subset network showing the network neighborhood of *cyp1a*. The *cyp1a* gene is in dark blue, nodes in blue represent those in the first-degree network neighborhood (directly linked to *cyp1a* through an edge). Nodes in light blue represent those in the second-degree network neighborhood (linked to *cyp1a* through one additional gene within the first network neighborhood)

We next examined the transcriptomic response of the first order network neighborhood genes of *cyp1a* to each chemical in our dataset. Figure 5 shows that while expression of *cyp1a* was increased with exposure to the AHR2 Activators, the expression of *cyp1a*’s network neighborhood genes showed some variability across all the chemicals, including the AHR2 Activators. 

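The 25 genes of Supplementary Table S4 were compared over the 33 treatments. Of these, 23 were higher than in the controls in all 10 AHR2 Activators, and the exceptions were clcn2c and mamdc2b. The number was 21 when genes with a mean normalized value under 10 were left out, the lowest among the alternatives. Only cyp1c1, sult6b1 and foxq1a were DEGs in all 10. The spread across AHR2 Activators was widest for cyp1c2 (0.88 to 5.61), ahrra (1.19 to 5.71) and fgf7 (0.54 to 4.76).

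**Figure D5:**
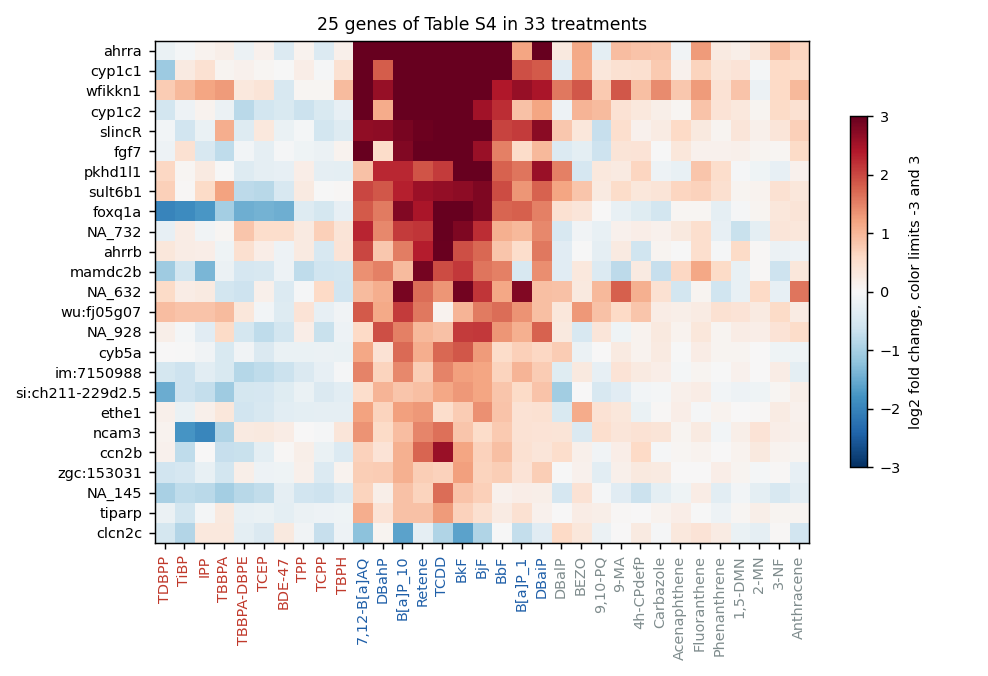
Log2 fold change of the 25 genes of Supplementary Table S4 (ordered by their median in the AHR2 Activators) in the 33 treatments, with colors limited to -3 and 3. Treatment names are colored by class (red FRC, blue AHR2 Activator). The AHR2 Activator columns are mostly red, except for clcn2c.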

Of note, even though *cyp1a* was induced by some of the other PAHs that were included in this study, the expression profiles of many of the first order network neighborhood genes were noticeably different from the AHR2 Activators (Fig. 5). Additionally, while most of the genes had increased expression with exposure to the AHR2 Activators, one exception was *clcn2*, which was decreased in its expression. However, among the other chemicals, the expression pattern of *clcn2* was similar to other genes in the *cyp1a* network neighborhood. 

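The gene clcn2c was lower than in the controls in 9 of the 10 AHR2 Activators and 0.08 higher on the log2 scale in the remaining one, with a median log2 fold change of -0.81. It was a DEG in BkF (-1.61, standard error 0.27, adjusted p = 5.71e-05 from limma), B[a]P_10 (-1.60, standard error 0.30, adjusted p = 0.0204) and 7,12-B[a]AQ (-1.23, standard error 0.23, adjusted p = 0.00187). In BkF its normalized values were 18.3 ± 5.26 (SD, n = 4), against 56.7 ± 9.24 (SD, n = 3) in DMSO_A. The second exception to higher expression, mamdc2b, was -0.47 in B[a]P_1 (standard error 0.37, adjusted p = 0.596) and higher in the other 9 AHR2 Activators.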

Genes generally also showed a much stronger increase in response to the AHR2 Activators compared to their decrease in response to other chemicals. This was especially true for *cyp1a*, *cyp1c1,* and *cyp1c2*, showing that AHR2 Activators strongly induce increased expression of these genes. 

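In the AHR2 Activators the median log2 fold changes of the 24 other genes ran from 0.59 (tiparp) to 3.89 (ahrra). In the FRCs the lowest medians were -1.43 for foxq1a, -0.75 for NA_145 and -0.55 for mamdc2b, and the highest was 0.58 for wfikkn1. The lowest single value in an FRC was -1.98 for foxq1a in TDBPP.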

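The gene cyp1c1 had log2 fold changes from 1.82 to 5.44 in the AHR2 Activators and from -1.09 to 0.46 in the FRCs. For cyp1c2 the median was 2.83 in the AHR2 Activators, where it was a DEG in 9, and -0.45 in the FRCs.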

As with centrality analysis, we also compared how many chemical treatments each gene in the network neighborhood of *cyp1a* responded to (Supplementary Table S4). 

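Among the 25 genes of Supplementary Table S4, 8 were DEGs in 5 or fewer of the 33 treatments in the deposited data. These were zgc_153031 in 1, tiparp and NA_145 in 2, ccn2b and clcn2c in 3, and ethe1, ncam3 and NA_632 in 5. With no fold change limit, an adjusted p under 0.05 was found in 5 treatments for zgc_153031, 7 for tiparp, 6 for NA_145, 4 for ccn2b and clcn2c, 11 for ethe1, 10 for ncam3 and 5 for NA_632.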

We found that many genes responded to only a few chemical treatments. Thus, their role in chemical response can be missed by fundamental treatment to control comparisons and only emerges when we take a network approach with a compendium of data as presented here. Interestingly, we also noted that of the 25 *cyp1a* network neighborhood genes, 21 responded to at least one FRC, with three genes (*foxq1a, NA_145,* and *si.ch211.229d2.5*) responding to at least six of the ten FRCs.

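In the deposited data 6 of the 25 genes were DEGs in at least 1 FRC. These were foxq1a in 7 FRCs, ncam3 and si.ch211.229d2.5 in 2, and cyp1c1, sult6b1 and NA_145 in 1. Only foxq1a was a DEG in at least 6. By the adjusted p alone, a setting chosen after the data were seen, 12 genes responded to at least 1 FRC, and NA_145 responded to 5 and si.ch211.229d2.5 to 4. The number of DEGs in at least 1 FRC was 5 to 9 under the other alternatives, and 9 with 1 fit over all samples or without treatment replicate 2. The log2 fold changes of foxq1a were -1.98 in TDBPP (standard error 0.28, adjusted p = 8.75e-07 from limma) to -0.24 in TBPH (standard error 0.28, adjusted p = 0.932). In TDBPP the normalized values of foxq1a were 38.5 ± 11.1 (SD, n = 4), against 151 ± 20.2 (SD, n = 4) in the controls.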

**Fig. 5:**
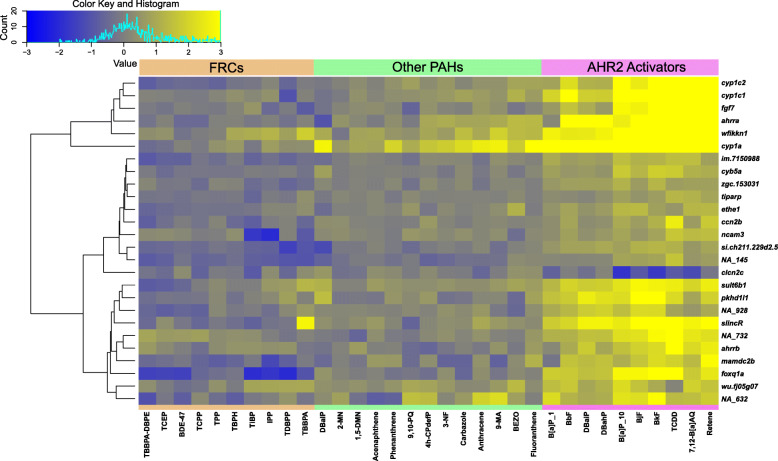
Heatmap of chemical response of genes in the first-degree network neighborhood of *cyp1a*. Genes are shown on the right (y-axis) and chemicals below (x-axis). Both genes and chemicals are clustered by similarity of response. Yellow indicates higher expression of each gene in chemical treatment compared to respective DMSO control, blue indicates lower expression in chemical treatment compared to respective DMSO control

A combination of the presence in *cyp1a*’s network neighborhood (Fig. 4B) and the consistent induction of expression across all the AHR2 Activators (Fig. 5) led us to a subset of genes (*fgf7*, *mamdc2b, pkhd1l1, sult6b1*, NA_632, NA_732, NA_145, and NA_928) that we hypothesized would be closely associated with the AHR2 signaling pathway. 

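In TCDD, the reference AHR2 ligand of the study, log2 fold changes were 4.76 for fgf7 (standard error 0.21, adjusted p = 2.35e-07 from limma), 1.96 for mamdc2b (standard error 0.21, adjusted p = 0.000914) and 2.10 for pkhd1l1 (standard error 0.15, adjusted p = 2.16e-05). They were 2.62 for sult6b1 (standard error 0.21, adjusted p = 5.69e-05), 1.31 for NA_632 (GeneID 103910027, standard error 0.28, adjusted p = 0.0425), 1.67 for NA_145 (100332446, standard error 0.23, adjusted p = 0.00645) and 0.88 for NA_928 (407643, standard error 0.11, adjusted p = 0.00344). As DEGs in the 10 AHR2 Activators, pkhd1l1 was found in 9, mamdc2b in 8, fgf7 and NA_928 in 7, NA_632 in 4 and NA_145 in 1. The gene NA_145 was higher in all 10, with log2 fold changes of 0.14 to 1.67. From their presence in the cyp1a neighborhood and their induction across the AHR2 Activators, the paper proposes a close tie of these genes to AHR2 signaling. It then tested this by qRT-PCR in wildtype and AHR2-null zebrafish.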

To confirm the AHR2 dependence of these genes, we validated their expression upon TCDD exposure in both wildtype and AHR2-null zebrafish using qRT-PCR. We confirmed significant induction of all genes by TCDD, compared to vehicle-treated 48-hpf wildtype zebrafish (Fig. 6). Additionally, while *cyp1a* was significantly induced in TCDD-treated AHR2-null zebrafish, albeit significantly lower than TCDD-treated wildtype zebrafish, expression of none of the other transcripts changed in TCDD-treated AHR2-null zebrafish. These results confirm that our network analysis identifies multiple genes in the AHR2 signaling pathway.

**Fig. 6:**
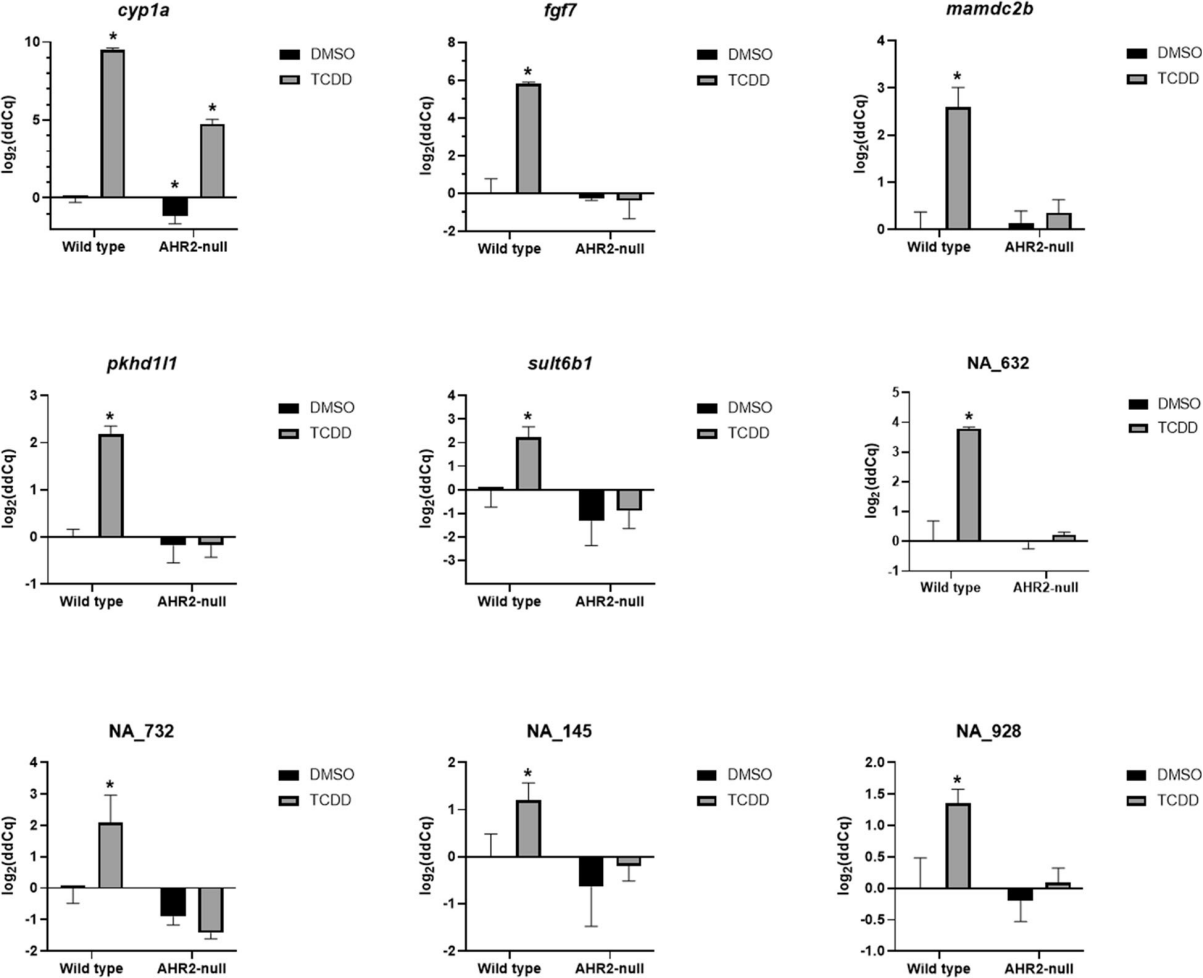
Validation of *cyp1a* network neighborhood genes identified from the network analysis. Comparative gene expression of *cyp1a* and selected *cyp1a* network neighborhood genes in 48-hpf wildtype and AHR2 mutant zebrafish developmentally exposed to 0.1% DMSO or 1 ng/mL TCDD (*n* = 3–4 biological replicates). Beta-actin was used as the normalization control. Error bars indicate SD of the mean. * = *p-value* < 0.05 compared to the wildtype vehicle control (DMSO). Statistical significance was determined using a Kruskal Wallis rank sum test followed by a Dunnett’s test for data that were not normal (NA_732), or a two-way ANOVA followed by a Tukey test for data that were normal (all other genes)

### Chemical type analysis in networks

We next determined the relative contribution of chemical type towards the global functional pathways identified in our network by calculating how tightly network genes remain co-expressed when AHR2 Activator samples or FRC samples were removed from the dataset. This analysis reveals how genes of certain functional pathways are organized based on response to either the AHR2 Activators or the FRCs. When AHR2 Activator data was removed from our dataset and a new network was inferred, we found several functions whose constituent genes were less tightly co-expressed (based on their average co-expression values) when comparing to a network lacking random data (Table 5). This included negative regulation of vascular development, regeneration, and metabolic processes as well as carboxylic and oxoacid metabolic processes, and actin and cytoskeletal processes. The lower co-expression of genes within these functions when AHR2 Activators are removed indicates that they are particularly important to the transcriptomic response of AHR2 Activators. We also found functions whose constituent genes were more tightly co-expressed (suggesting lower importance to AHR2 Activators compared to all chemicals). This included bone, skeletal and cartilage development, as well as eye development.

**Table 5:**
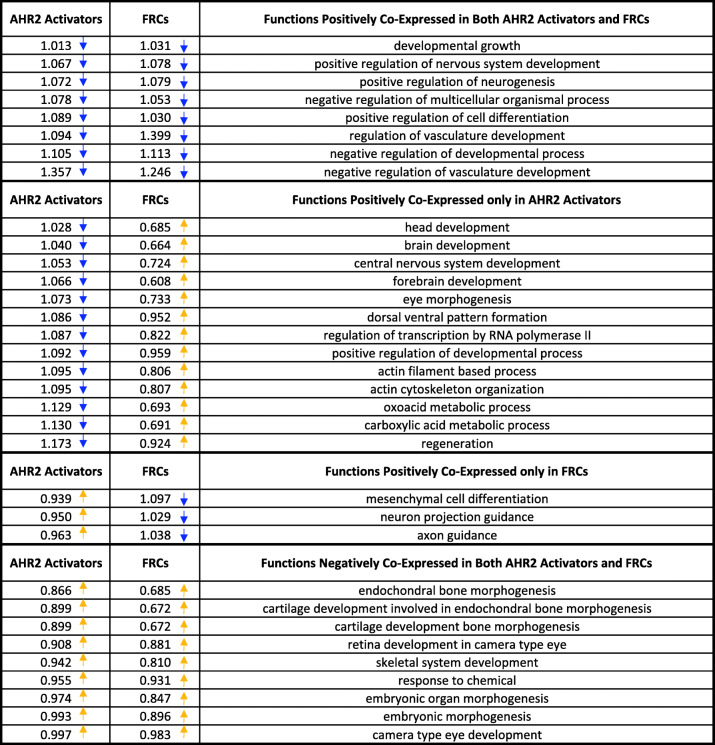
Removal of AHR2 Activators or FRCs from the network, and comparison of co-expression values of each pathway listed relative to networks lacking random datasets. The higher (yellow arrows) or lower (blue arrows) co-expression of genes within each of the listed functional enrichments in a network lacking AHR2 Activators (column 1) or FRCs (column 2) compared to a network lacking the same number of random chemicals as either the AHR2 Activators or FRCs, respectively

Functions showed even greater changes in co-expression when examining FRC data (Table 5). As above, FRC data was removed from our dataset and a new network was inferred and compared to a network lacking a random amount of data. The functions showing the greatest decrease in co-expression in a network lacking FRCs included regulation of vascular development and neurogenesis. Interestingly, many of the functions that showed higher co-expression were also related to neuronal development. These included brain, forebrain, head, and central nervous system development. This observation suggests that while vascular development and neurogenesis generally are pathways responding strongly to FRC exposure, the specific genes and sub-roles within these broad pathways may respond differently to FRC exposure.

## Discussion

The main goal of our study was to identify the important genes and biologically relevant pathways at the same zebrafish developmental timepoint that were associated with two groups of chemicals, the AHR2 Activators and the Flame Retardant Chemicals (FRCs), using a comparative network approach. We took advantage of a large compendium of 48-hpf RNA sequencing data from zebrafish exposed to 33 unique chemical treatments to conduct the first meta-analysis of zebrafish chemical transcriptomic data using gene co-expression networks. Using functional pathway enrichment paired with the systematic removal of the individual chemical groups from the network, we identified pathways associated with each of the chemical groups. The network revealed that the AHR2 Activators were associated with specific xenobiotic metabolism-related pathways while FRC exposure corresponded to broader, more general pathways related to perturbation of normal development, with an emphasis on neurogenesis.

While the genes in our full co-expression network formed into 23 distinct modules, genes responding to the FRCs or AHR2 Activators were found primarily in only three modules and a single module, respectively. Furthermore, while there was some overlap in modules associated with the two subsets of chemicals, most modules were associated with a certain chemical class suggesting largely distinct and highly specific molecular signaling events for these two chemical types. Our hierarchical clustering analysis reflected a similar pattern, where there was a strong separation between the FRCs and the rest of the chemicals in the study, but there was no separation between the AHR2 Activators and the remaining PAHs. Additionally, developmental toxicity phenotypes identified in previous studies were not a driver of our clustering. While high throughput screening for developmental toxicity is the necessary first step for determining perturbation to development [53], the toxicology field is now moving towards leveraging these data for mechanistic studies to reveal chemical modes of action. Thus, the network analysis here, showing that chemical types induce very specific transcriptional responses, provides a platform to characterize gene expression changes associated with a diverse group of chemicals and emphasizes one of the limitations of describing chemical toxicity with only phenotypic endpoints.

For our network analysis, we collected RNA sequencing datasets that had been previously published, and combined them with unpublished data gathered in this study. The resulting larger dataset has the advantage of examining gene expression changes associated with multiple chemicals at the same time point (48 hpf), and all at phenotypically anchored exposure concentrations. Such a dataset has never been analyzed before in zebrafish, allowing new conclusions to be gained here that describe transcriptomic response to chemicals. In addition to the strength of the dataset itself, we apply co-expression network analysis, an approach that is well designed for such a compendium of data. Network analyses can identify responses that lie outside the detection limit of more traditional pairwise comparisons of control and treatment conditions, and can also integrate data from a number of different studies and research groups [30, 54]. The variations in data collected across studies is an advantage for the network analysis we apply here as it represents additional biologically relevant variations in gene expression that can be used to infer edges between genes, leading to a more robust and accurate network. The combined strengths in this study (use of a comprehensive but coordinated dataset, and network analysis to move beyond traditional transcriptomic analysis) means that we were able to ask and answer questions that could not be queried in previous studies related to pathways responding to specific chemical treatments. This is reflected, for example, in our identification of high centrality genes that do not respond to specific chemical treatments but rather emerge only when the complete data set is analyzed with a network approach. The same is true for genes in Module 13; the close association of these genes, and the strong response of this module to AHR2 Activator exposure suggest that these genes are important to AHR2 activation. However, not all of the genes in Module 13 respond to all AHR2 Activators, and their association and likely role in chemical response only emerged when we applied network analysis to our large compendium of data. It is possible that the identification of Module 13 genes that do not respond to specific AHR2 Activators reflect the subtle differences in downstream transcription following AHR2 activation, and future work should investigate the functional roles of the identified gene expression changes upon exposure to each of the AHR2 Activator chemicals. Additionally, our observation that many of the Module 13 genes were also differentially expressed upon exposure to some of the FRCs (Supplementary Table S4) points to the fact that these genes might be involved in the general disruption to zebrafish development, probably via perturbation of AHR signaling. This is conceivable since the role of AHR in normal development has been identified previously across multiple species [55–57]. Indeed, it is true that some FRCs have previously been shown to activate AHR [26], although AHR activation might have been a result of contaminants present in the chemical standards [58].

The success of high-level analyses of large datasets has also been used in other studies. Schuttler, et al. used an approach based on building a map of transcriptomic response of genes and then clustering those that had similar profiles to view how genes were related [59]. Our approach here differs in that we use a network approach allowing for the application of much of the mathematical tools that have been developed for network analysis (centrality, etc) in addition to collecting a larger dataset. Li, et al. used transcriptomic data to better understand chemical response with a focus on cause and effect relationships, regulatory pathways, and cardiac responses specifically [60]. Aside from cardiac chemical response, network analysis has also been used to better understand heart regeneration in zebrafish [61]. Additional network analysis focused on Weighted gene co-expression network analysis (WGCNA) has also been applied to zebrafish, but again focusing on a smaller and more chemically homogenous dataset allowing for a detailed analysis of these chemicals and responses [62]. Our inclusion here of a large number of chemicals that show a range of phenotypic and transcriptomic responses lead a more comprehensive network that can highlight many different pathways and processes.

The compendium dataset we use here also has the advantage of examining different chemical classes with roughly the same level of analysis. However, despite the similar number of datasets included in the network analysis for each chemical subgroup, we found that FRC responses drove the majority of the network structure, while the AHR2 Activator gene expression changes were more restricted in the network, which was likely due to the diversity of structures and molecular initiating events of the FRCs compared to the AHR2 Activators. Both functional enrichment of FRC-responsive modules, as well as analysis of functions shifting their co-expression after removal of FRC datasets show that the FRCs influence functions related to developmental, neurological, and signaling and transport pathways. The analysis removing the FRCs from the network identified regulation of vascular development as being particularly important to this group of chemicals. Vascular developmental abnormalities and cardiac arrhythmia have been investigated in zebrafish exposed to only few FRCs [27, 63, 64]; but our results highlight it as a critical organ system that should be more thoroughly investigated when studying FRC toxicity. Our conclusions also corroborate evidence from a number of previous studies demonstrating zebrafish FRC neurobehavioral toxicity upon exposure to multiple structurally diverse chemicals, including individual organophosphate FRCs [22, 65], DE-71 (a PBDE) [66], and TBBPA [67]. Additionally, all FRCs included in this network analysis were previously determined to induce both 24-hpf and 120-hpf behavior effects in zebrafish, albeit at varying degrees [6]. Thus, our network analysis not only confirmed observations from previous studies, but also provides guidance for future studies investigating mechanisms of FRC developmental toxicity. We recognize that even though the FRCs as a group lit up distinct parts of the network compared to the rest of the chemicals in the study, the structurally distinct chemicals within the FRCs are likely to have some unique modes of toxicity that were not captured here. Our analysis contained only a limited number of FRCs from each structural class (for example, there were two brominated phenols, TBBPA and TBBPA-DBPE), and future work should consider incorporating more FRC transcriptomic data, and using this increased FRC dataset to view how different types of FRCs induce gene modules or functional pathways. Our understanding of the mechanisms by which the structurally diverse FRCs cause developmental toxicity is still in its infancy. This is likely because several FRCs have been shown to interact with multiple nuclear receptor signaling pathways to cause gene expression changes and developmental toxicity in zebrafish [68, 69]. Thus, our discovery of some of the high centrality genes in our network such as *kremen1, cacna1da,* and *tfe3a* within Module 2 (highly associated with the FRCs), emphasizes their potentially important role in driving FRC transcriptomic responses. Tfe3 is a transcription factor, and its high co-expression with genes associated with FRCs suggests that it might be involved in regulation of the genes within this module. The identification of the other high centrality genes present in the FRC modules (Table 4) should be investigated in future research to understand their roles in the pathways enriched by their modules.

Module 13, whose genes were enriched for xenobiotic metabolism by cytochrome P450, had a prominent role in our network analysis. Although Module 13 was a small module, it was very tightly co-expressed, and contained a large number of high degree genes. This is in line with our previous studies showing that high degree genes are those that are heavily involved in a small number of specific pathways [70]. This is in contrast to high betweenness genes which are often associated with several pathways but not strongly with any one pathway, in agreement with their general position linking multiple larger groups of genes. Previous studies in centrality have found both degree and betweenness to be approximately equal in their identification of genes of importance [34]. However, those studies looked at a broader range of conditions than we do here, where we infer a network very focused on chemical response. This may suggest that in more focused networks inferred from very similar datasets using degree as the primary centrality measure may be advantageous, though further studies are needed to determine if this is an effect of network structure generally or of the network presented here in particular. However, it does suggest that for this specific network when identifying genes that respond to certain chemicals of interest, degree is a better metric of importance than betweenness.

Module 13 was primarily made up of genes responding to the AHR2 Activators, which consisted of TCDD and several PAHs, and at the center of this module was the *cyp1a* gene, a widely use biomarker for PAH exposure in several organisms [71, 72]. We found several AHR signaling pathway genes such as *ahrra* and *ahrrb* [73], *foxq1a* [13]*,* and *slincR* [12] within Module 13 that were tightly co-expressed with *cyp1a.* More interestingly, our network analysis also identified within Module 13 other annotated and non-annotated genes, including novel long non-coding RNAs that have not been previously associated with AHR2. We hypothesized that they too were involved in the AHR signaling pathway. Our in silico network analysis conclusions are corroborated through our RT-qPCR analysis demonstrating that *fgf7*, *mamdc2b*, *pkhd1l1*, and *sult6b1* expression is dependent on the presence of AHR2. Importantly, several novel genes, NA_632, NA_732, NA_145, and NA_928 (Entrez GeneIDs of 103,910,027, 108,182,865, 100,332,446 and 407,643 respectively) were also associated with the AHR2 signaling pathway (Fig. 6). NA_732 and NA_928 are long non-coding RNAs, while NA_632 and NA_145 are protein coding genes. Despite that fact that the functions of these genes are unknown, their presence in Module 13 linked to *cyp1a* strongly suggest that they are important to AHR2 signaling. Future functional studies investigating the roles of these novel AHR2-related genes will help strengthen our mechanistic understanding of AHR2 Activator toxicity.

Overall, the methods used in this study combined the strength of using an extensive transcriptomic dataset with a gene co-expression analysis approach to measure how a diverse group of chemicals altered the 48-hpf zebrafish transcriptome relative to each other. We found that the FRCs and AHR2 Activators localized to distinct regions of the network we created, highlighting very specific transcriptomic responses to each chemical group. Additionally, FRCs induced a broad response related to neurobehavior, ion signaling, and vascular development, while the AHR2 Activators centered in one module related to chemical stress and metabolism-related responses. Guided by our network, we also discovered novel genes associated with the AHR2 signaling pathway. Overall, while the FRCs and AHR2 Activators have chemical-specific gene expression changes, we also identified several candidate biomarker genes that future studies should focus on to gain a better understanding of the toxicity of these two chemical groups. While the toxicology field has thus far focused on understanding phenotypic responses associated with chemical exposure, we are now transitioning to unraveling the mechanisms of chemical hazard, which will enable more in-depth characterization of chemicals. This study provides transcriptomic biomarkers that could be used in the future for exposure determination and mixture component diagnosis as they relate to mode-of-action based risk assessment of PAHs. Additionally, the transcriptomic network that we created can be used as a resource for future studies investigating mechanisms of toxicity in developing zebrafish.

## Methods

### Characterization of chemical datasets

In total, we collected RNA sequencing data from 48-hpf zebrafish exposed to 33 unique chemical treatments (Supplementary Table S1). For 29 of these treatments (18 PAHs, TCDD, and 10 FRCs), the data was collected from previously published previous studies [7, 39–41], with the remaining 4 treatments (4 PAHs) initially analyzed in this study. Each treatment was examined with 3–8 replicates for a total of 170 RNA sequencing samples included in the study. Raw and processed RNA sequencing files for each sample have been deposited in NCBI’s GEO database (GSE171944). See Supplementary Table S1 for information on chemicals, exposure levels, and relevant references for the datasets used in this study.

#### Chemicals

Detailed methods for published datasets can be found in our previous studies [7, 39–41]. Methods for chemicals initially analyzed in this study, and TCDD exposures for RT-qPCR analysis (See below) are described here. The PAHs (benzo [a] pyrene (B [a]P), 9,10 phenanthrenequinone (9,10-PQ), and dibenzo [a,l] pyrene (DBalP)) were dissolved to 10 mM in 100% DMSO and stored in a desiccator. TCDD was purchased from Supelco (Sigma Aldrich) at 311 nM with 95.3% purity, and stored in the dark at room temperature. The chemical stocks were sonicated in a water bath sonicator for 15 min (PAHs) or 30 min (TCDD).

#### Zebrafish husbandry

The study’s zebrafish protocols were performed according to the relevant guidelines provided by the Oregon State University’s Institutional Animal Care and Use Committee protocols (ACUP 5143). Briefly, Tropical 5D wildtype zebrafish were housed at Oregon State University’s Sinnhuber Aquatic Research Laboratory (SARL, Corvallis, OR) in densities of 1000 fish per 100-gal tank. Fish were maintained at 28 °C on a 14:10 h light/dark cycle in recirculating filtered water, supplemented with Instant Ocean salts. Adult fish were fed GEMMA Micro 300 or 500 twice a day, and larval and juvenile fish were fed GEMMA Micro 75 and 150, respectively, three times a day [74]. Spawning funnels were placed in the tanks at night and the following morning embryos were collected and age staged [4, 75]. Embryos were maintained in embryo medium (EM) in an incubator at 28 °C until further processing. EM consisted of 15 mM NaCl, 0.5 mM KCl, 1 mMMgSO4, 0.15 mMKH2PO4, 0.05 mM Na2HPO4, and 0.7 mMNaHCO3.

#### Exposures and RNA-sequencing sample preparation and sequencing

Detailed exposure methodology and phenotypic endpoints identified for each chemical for the previously published datasets can be found in their respective studies [7, 39–41]. Briefly, for the PAHs (with the exception of 7,12-B [a] AQ and BEZO) and FRCs, an EC80 exposure concentration was selected based on a concentration-response zebrafish phenotypic screen [6, 38]. If an EC80 concentration was not attainable, the maximum concentration tested during the phenotypic screen (50 μM for PAHs, and 85 μM for the FRCs) was utilized for RNA sequencing [39, 41]. 7,12-B [a] AQ and BEZO were exposed at their EC100 concentrations [7], and 1 ng/mL TCDD was utilized, which is a concentration that ensures 99–100% of zebrafish at 120 hpf have the expected TCDD-induced toxicity endpoints [40]. All samples were processed for RNA sequencing analysis at 48 hpf, a timepoint whose transcriptome precedes and likely drives morphological and/or behavioral phenotypes observed at 120 hpf [7, 39–41]. Fastqc files for each chemical were re-analyzed in this study (See “Alignment and analysis of RNA-seq data” below).

For the PAHs (B [a] P, 9,10-PQ, and DBalP) initially analyzed in this study, zebrafish embryos were dechorionated using pronase at 4 hpf, and were batch-exposed to chemicals at 6 hpf in glass vials as described previously [7]. Exposure concentrations were 1 and 10 μM for B [a] P, 1.2 μM for 9,10-PQ, and 10 μM for DBalP. The vehicle control was 1% DMSO, and there were 20 embryos per glass vial in 2 mL exposure solution. Vials were incubated at 28 °C in the dark on a rocker until sample collection at 48 hpf. Following exposure, 48-hpf whole embryos were homogenized using RNAzol (Molecular Research Center, Inc.) and a bullet blender with 0.5 mM zirconium oxide beads (Next Advance), as recommended by the Next Advance. Each biological sample consisted of 20 pooled 48-hpf zebrafish. The RNA from the PAH exposures was isolated via phenol guanidine extraction. RNA integrity was assessed (RIN score > 9) using an Agilent Bioanalyzer. Total RNA samples were sent to the Oregon State University Center for Genome Research and Biocomputing Core facilities for library preparation and sequencing. This included mRNA enrichment by polyA selection. Libraries were prepared with the PrepX™ mRNA and Illumina sequencing workflow (Wafergen Biosystems). 50 bp paired-end sequencing was conducted using an Illumina HiSeq 2000 sequencer.

### Alignment and analysis of RNA-seq data

All of the datasets listed in Supplementary Table S1 were analyzed (or re-analyzed if already published) using the following approach. Each fastq file was aligned to the Genome Reference Consortium Zebrafish Build 11 (GRCz11) (https://www.ncbi.nlm.nih.gov/assembly/GCF_000002035.6/) using the Star Aligner [76] with default settings. Resulting SAM files were then used to count reads aligning to genes using HTSeq (https://htseq.readthedocs.io/en/release_0.11.1/) [77] along with the gff file for the GRCz11 genome, resulting in raw read counts for 39,701 zebrafish genes. Low expression genes, defined as those with a count of ‘0’ in at least 43/170 (25%) of samples, were removed from further analysis. The final raw dataset consisted of 21,854 genes across 170 samples.

Raw counts were normalized using Bioconductor’s DESeq2 package [78]. DESeq2 was also used to calculate log_2_ fold changes (log_2_FC) and adjusted *p*-values (corrected for multiple hypothesis testing) for the 33 individual chemical comparisons to their respective DMSO controls. Adjusted *p*-values and log2FC values for all 21,854 genes are shown in Supplementary Table S5. In addition, whether the gene is a DEG (log2FC > 1 and an adjusted *p*-value < 0.05) is indicated. To further reduce the number of genes used to infer a network, any gene that was not differentially expressed (defined as an adjusted *p*-value > 0.05, no fold change cutoff) in at least 3 of the comparisons (10% of the total) was removed from further analysis. This resulted in 10,346 genes across 170 samples from 33 conditions being included in subsequent networks. Log_2_FC values (comparing chemicals to their respective DMSO controls) of these 10,346 genes were then used to infer the gene co-expression network.

### Inferring gene co-expression networks

GENIE3 [31] was used to generate a matrix of co-expression values for all gene pairs. Regulators or targets were not pre-selected so as to allow all gene co-expressions to emerge from the analysis. The tree method was randomforest, and the number of candidate regulators randomly selected at each tree node (for the determination of the best split) was set to the square root of the total number of candidate regulators. The number of trees in an ensemble for each target gene was set to 1000. All of these settings represent the default values for GENIE3. We filtered low co-expression values (those below 0.00858) to generate a network with sufficient structure for topological analysis, as done previously [70, 79]. Networks were viewed in Cytoscape [80] by importing a .sif file with each line indicating a gene pair connected by an edge. A prefuse force directed layout was used to view the network. We also used Cytoscape to calculate centrality values by using the Analyze Network tool and analyzing as a directed network. Network neighborhoods of genes of interested were identified by selecting a gene of interest and using Cytoscape to highlight the first network neighborhood of the selected gene. This was followed by highlighting the first network neighborhood of each of the selected genes (corresponding to the second network neighborhood of the original selected gene). The 23 modules in the network were determined using the fastgreedy.community function within the igraph package in R [81] with the minimum number of genes comprising a module set to 12. Functional enrichment of modules was done using g:Profiler using default settings [44]. A function was considered to be enriched if the *p*-value of the enrichment was below 0.05, and the function was overrepresented in a module or network compared to the zebrafish genome as a whole. Underrepresented functions were not considered. g:Profiler outputs functions from KEGG, Gene Ontology, Reactome, and WikiPathways. We examined all enriched functions regardless of which database they were drawn from. This led to some overlap in enriched functions but also allowed us to gain the most comprehensive view of pathways enriched in certain parts of the network or in different networks.

To determine which functions and pathways may be related to certain classes of chemicals, we selected two subsets of our data, chemicals in the FRC class or chemicals in the AHR2 Activator class (Supplementary Table S1). For FRC analysis, we first inferred a GENIE3 co-expression matrix after removing FRC data (comprising 39 samples). Next, we randomly removed 39 samples of data from our dataset and calculated the resulting gene co-expression matrix. This random data removal from the full dataset and matrix calculation was repeated an additional nine times and an average gene co-expression matrix was calculated from these ten iterations of data removal. A network was then constructed from this average gene co-expression matrix. This network represents the effect of randomly removing data from our constituent dataset. This random removal network was then compared to the network inferred after specifically removing FRC data. For each of these two networks (that lack FRC data or lack an identical amount of random data), we calculated the average co-expression value between all genes that belonged to each functional enrichment identified using g:Profiler [44]. Genes of a particular function that show lower co-expression in a network that is specifically lacking FRC data compared to a network that has data randomly removed from it, suggests that this function is especially critical to the FRC response. A similar pair of networks and comparisons were made for the AHR2 Activators (comprising 46 samples).

### TCDD exposure, RNA extraction, and quantitative reverse transcriptase polymerase chain reaction (qRT-PCR)

To confirm that the highly co-expressed genes associated with the AHR2 Activators in our network are in the AHR signaling pathway, we performed a qRT-PCR experiment. Wildtype and AHR2-null [56] zebrafish embryos were exposed to 0.1% DMSO or 1 ng/mL TCDD at 6 hpf, as described previously [40], in a manner similar to the TCDD RNA sequencing samples included in this study. The 1 ng/mL TCDD concentration was selected as it results in 99–100% of 120-hpf zebrafish displaying the expected TCDD-induced phenotypic malformations such as heart and cartilage malformations [82]. Briefly, exposures were conducted in 20-mL amber glass vials with 1 embryo/100 μL exposure solution for 1 h with gentle rocking. Vials were also inverted every 15 min to ensure even exposure. After exposure, embryos were rinsed three times with EM, transferred to 100-mm Petri dishes, and raised in EM at 28 °C to 48 hpf. RNA was extracted in a manner similar to the PAHs, as described above. RNA quantification and quality assessment (O.D. 260/280 ratios) was conducted using a BioTek® Synergy™ Mx microplate reader with the Gen5™ Take3™ module.

qRT-PCR was conducted in 10 μL reactions consisting of 5 μL SYBR® Green Master Mix, 0.08 μL reverse transcriptase enzyme mix (Power SYBR® Green RNA-to-CT™ 1-Step Kit; Applied Biosystems), 0.2 μL each of 10 μM forward and reverse primers, and 20 ng RNA per reaction. The gene specific primers (IDT) for qRT-PCR amplification are listed in Supplementary Table S6. The QuantStudio 5 Real-Time PCR System (Thermo Fisher Scientific) was used and the cycling parameters were as follows: reverse transcription at 48 °C for 30 min, denaturation and activation of SYBR® polymerase at 95 °C for 10 min, followed by 40 cycles of amplification (95 °C for 15 s, 60 °C for 1 min). A melt curve analysis was conducted to assess for multiple products, and it was confirmed that all primers amplified a single product. Expression values were normalized to the β-actin control, and analyzed with the 2^−ΔΔCT^ method as described previously [83]. The data collected for each gene was tested for normality using the Shapiro-Wilk normality test. To determine significant difference compared to control (*p-value* < 0.05), either a two-way ANOVA with the post-hoc Tukey’s test or a Kruskal Wallis rank sum test followed by a Dunnett’s test was conducted depending on if the data that passed or failed the normality test, respectively,. Data analysis was conducted using RStudio (version 3.6.0), and data visualization was performed using GraphPad Prism version 8.0.0 for Windows, GraphPad Software, San Diego, California, USA (www.graphpad.com).

## Supplementary Information

**Additional file 1.**

**Additional file 2.**

## Data Availability

The raw and processed files for all datasets used in this study are in NCBI’s Gene Expression Omnibus (GEO) database (Accession number: GSE171944).

# Supplementary material for: Gene co-expression network analysis in zebrafish reveals chemical class specific modules
**Source:** BMC Genomics. 2021 Sep 13;22:658. doi: 10.1186/s12864-021-07940-4
**Supplement:** Supplementary file 2 — Additional file 2.

**Gene Co-expression Network Analysis in Zebrafish Reveals Chemical Class Specific Modules**

Prarthana Shankar^‡^^1^, Ryan S. McClure^‡2^, Katrina M. Waters^2^, Robyn L. Tanguay^1*^

*

*

‡ These co-authors contributed equally to this manuscript.

**Supplementary figures**

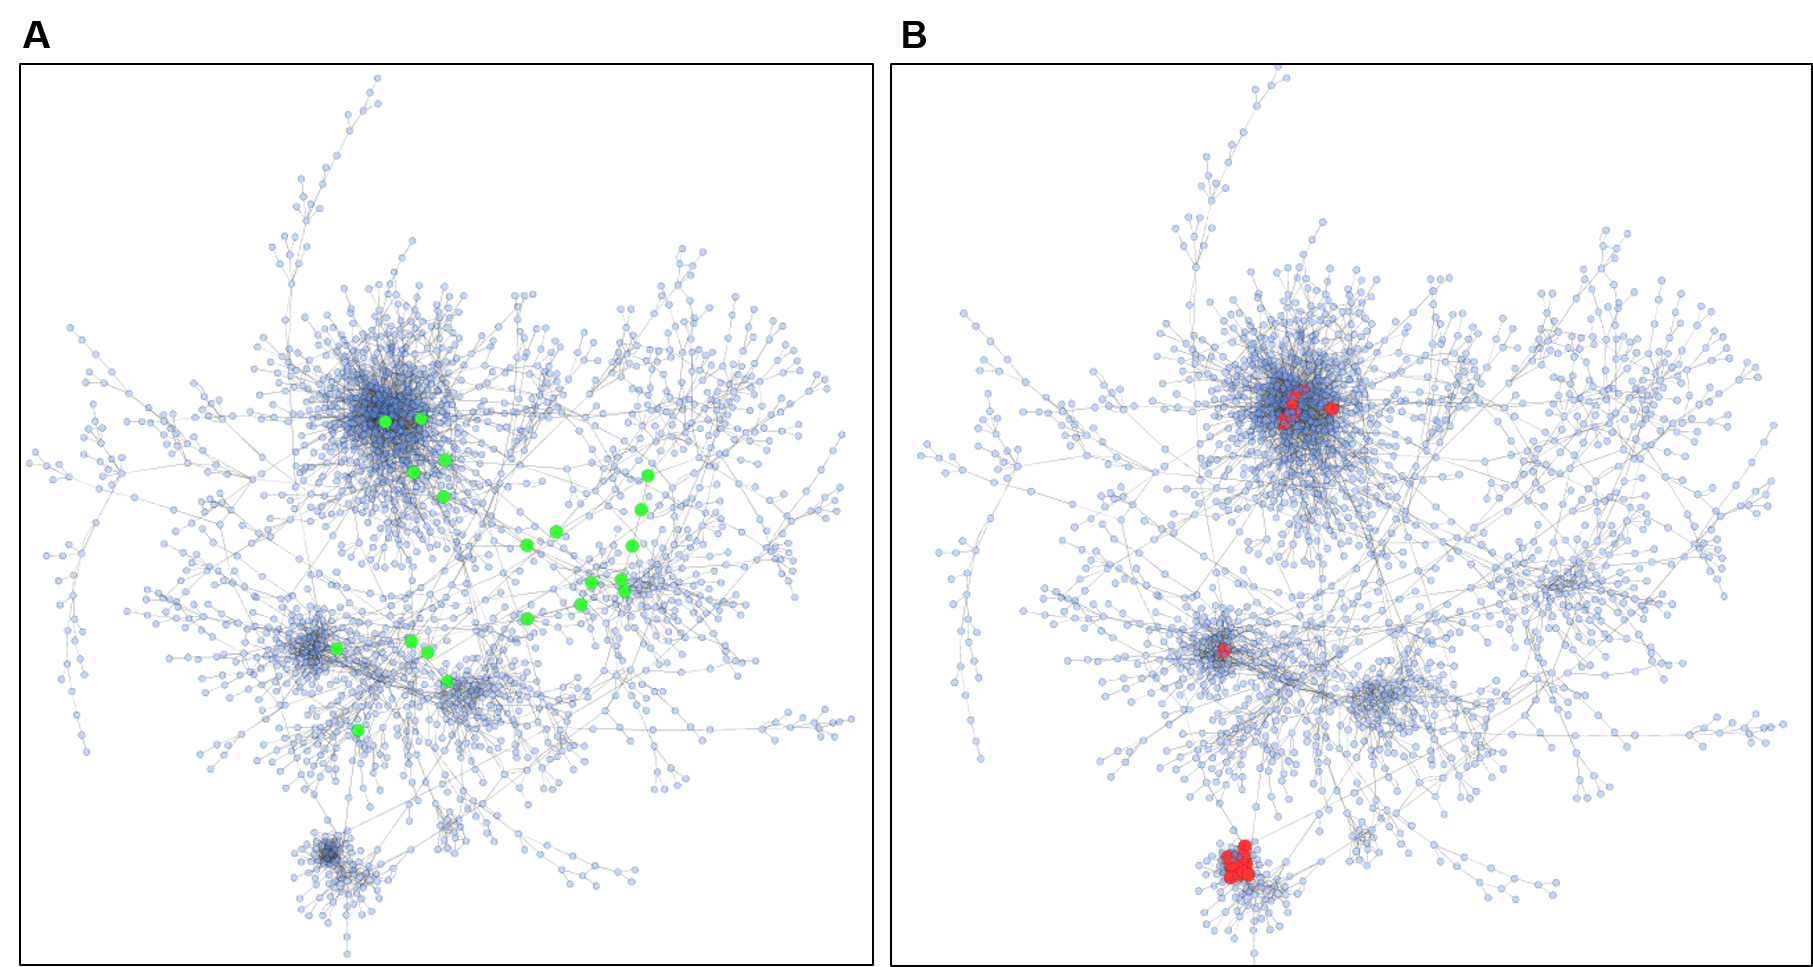

**Figure S1. High Centrality Network Genes. (A)** Genes of high betweenness (top 20 ranked by betweenness) are indicated as larger green nodes in the network. **(B)** Genes of high degree (top 20 ranked by degree) are indicated as larger red nodes in the network.

How the deposited data were processed for this re-analysis (not part of the article)

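RNA was sequenced from zebrafish embryos at 48 hpf after exposure to 33 treatments or to DMSO in 6 control groups, in 5 studies that the paper combines. The values the authors deposited are on the log2 scale: the authors aligned the reads, counted them on genes, left out genes with 0 reads in many samples, normalized with DESeq2 over all 170 sample entries and applied a variance stabilizing transformation. The lowest deposited value stands for 0 reads in every entry, and 68996 of the 3715180 values are at this floor. The transformation was inverted with its known form, which gave normalized values, a size factor per entry (0.0293 to 2.45) and read numbers. All values were whole read numbers within 0.05 reads. No gene had 0 reads in more than 43 entries.
The design, written before the data were examined, named normalized values as the deposited unit, so the test was run on the back-transformed values in place of the deposited log2 values, and the deposited log2 values were used as an alternative chosen after seeing the data. Gene symbols were matched by gene identifier from a RefSeq table, which covered 20411 of the 21854 genes, and no genome positions are given because the table belongs to another genome build than the one the authors used. Gene symbols with a colon are written with a dot in its place, or with _ where only digits follow.
Entries that share a sequencing lane and index were averaged to 1 library, which left 144 libraries in groups of 2 to 4. The median number of reads per library was 18023617, and the lowest was 6795594. With 2 to 4 libraries per group, precision is set by the spread between libraries more than by read depth. Intervals given for shares of network genes cover counting error only.
Each treatment was compared with its own DMSO group with limma 3.58.1 (trend) in R 4.3.3 on log2(normalized value + 1), in 1 fit per study, two-sided, with Benjamini-Hochberg adjustment per treatment. All adjusted p values come from limma. DEGs had an adjusted p under 0.05 and an absolute log2 fold change over 1, and responding genes had an adjusted p under 0.05. Treatments were clustered by Ward's method (ward.D2) with Euclidean distance. The values that shared control libraries alone give were simulated with 100 draws of unchanged groups.
The network followed the random forest method the paper names, in an implementation written for these data with numba 0.67.0, with modules from python-igraph 0.11.9. Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The interval of a share is the exact Clopper-Pearson interval. A gene was responsive to a class when it was a DEG in at least 5 of its 10 treatments.
The steps were tested on simulated data. In 43 simulated libraries with 200 changed genes (absolute log2 fold change 2), all 200 were found in the right direction, 4 of the unchanged genes were called, and an unchanged group had 0 DEGs. The inversion recovered 100% of simulated values. In the network test, 87.3% of the 600 strongest edges lay inside 4 planted groups of 25 genes, and at least 23 of the 25 genes of each group were in 1 module.
Genes named in the text were chosen by a rule: every gene the paper names in its results, tables, figures and Supplementary Tables S3 and S4 that the deposited table holds, and for the FRCs and the AHR2 Activators the 5 genes with the largest absolute median log2 fold change among the genes that are DEGs in the largest number of treatments of the class, in 1 direction. Genes named outside this rule are marked as chosen after their values were seen. Lists of 30 clock genes and 15 glucocorticoid targets were written after the difference between DMSO_A and DMSO_B was seen, and genes that had shown this difference were left out of their tests.
The alternatives covered the pseudocount, a filter on low values, blocks for lane and replicate number, the scope of the fit, the control group, the treatment of entries that share a lane and index, upper-quartile rescaling, each replicate left out in turn, the clustering and the network settings. Planned comparisons with tools for read counts were not run. A further main result set before the data were examined is not reported here; the totals over alternatives leave it out, and it moved under more alternatives than any of the others. The qPCR experiment and the enrichment of gene functions were left out, because no deposited values and no gene lists for them were available.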

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

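All tests of explanations in this part were chosen only after the results were seen. Within the 28 groups of 4 libraries, 10 values from 8 libraries lay far from the others of their group in total reads, in cyp1a, or in the mean level of the Table 3 genes of Module 2 or Module 13. With 112 combinations of group and measure tested, chance alone gives 5.6.
Total reads were 14165657 in 9-MA replicate 1, against 18013613 to 18326957 in the other 3 libraries, and 27210829 in Fluoranthene replicate 1, against 18568754 to 18936311. The log2 level of cyp1a was 9.82 in 9-MA replicate 1 (others 10.34 to 10.42), 14.85 in Retene replicate 2 (others 15.10 to 15.14) and 15.55 in TCDD replicate 2 (others 14.97 to 15.02). Across the deviations of 144 libraries from their group means, cyp1a was not related to the log2 of the reads (Pearson r 0.0642, permutation p = 0.461, Spearman rho 0.11, permutation p = 0.263, adjusted p 0.615 over 8 relations, r 0.0997 without the 2 farthest libraries). Within studies r was 0.256 in the study with DMSO_A and DMSO_B, 0.541 in the TCDD study, -0.423 in the studies with B[a]P and with BEZO and -0.00358 in the FRC study. Since r had both signs across studies, read depth stays open for 9-MA replicate 1, which was lowest of its group in reads and cyp1a. Reads were inside the range of the group in Retene replicate 2 (16613358, others 15601094 to 19150892). The same held for TCDD replicate 2 (25746965, others 24809535 to 28566824). This argues against read depth for the cyp1a levels of Retene replicate 2 and TCDD replicate 2. With the share of reads on the 10 most counted genes, r was 0.206 (permutation p = 0.00516, rho 0.21, permutation p = 0.0299, adjusted p 0.0206, r 0.264 without the 2 farthest libraries). The relation did not hold in every study, with r of 0.18, -0.268, -0.167 and 0.417 in the same order. Whether the most counted genes alter the level of cyp1a or both follow the state of the embryos cannot be told apart, because no library was measured again. No biological explanation was tested.
The mean log2 level of the 7 Module 2 genes was 7.44 in 4h-CPdefP replicate 1 (others 8.31 to 8.44), 5.95 in Acenaphthene replicate 4 (others 8.03 to 8.09) and 6.76 in TCEP replicate 2 (others 8.78 to 8.90). These genes varied together between replicate libraries, with a mean correlation of 0.896 in the 101 libraries outside the FRC study and 0.904 in the 17 unexposed libraries among them. In 1000 random gene sets the highest values were 0.242 and 0.354. Over these 101 libraries, r with the log2 of the reads was -0.0986 (permutation p = 0.204, rho -0.0504, permutation p = 0.643, adjusted p 0.37, r -0.132 without the 2 farthest libraries). Within studies it was -0.134 in the study with DMSO_A and DMSO_B, -0.459 in the TCDD study and 0.00814 in the studies with B[a]P and with BEZO. With the share of the 10 most counted genes r was -0.19 (permutation p = 0.231, rho -0.03, permutation p = 0.804, adjusted p 0.37, r -0.0495 without the 2 farthest libraries), and -0.407, 0.0438 and 0.548 within the studies. After removal of the relation with the reads within each study, the mean correlation of the 7 genes in these libraries was 0.892, and after removal of the relation with the most counted genes it was 0.897 (at most 0.244 and 0.223 in random sets). In the 43 libraries of the FRC study the values were 0.867 and 0.892. Of 18484 expressed genes, the removals took over 10% of the variance of 5222 and 7828 in the other studies. This argues against read depth and the most counted genes as the whole cause of the shared variation. A part of them in single libraries stays open: the share of the most counted genes was 13.6% in Acenaphthene replicate 4 (others 11.2% to 11.8%) and 13.4% in TCEP replicate 2 (others 9.48% to 10.1%). What varies between the libraries stays open. The shared variation in unexposed libraries leaves room for a source other than exposure, which the value of 0.904 cannot name. That value rests mainly on 1 control group. The mean level of the 7 genes had an SD of 1.02 in the TCDD controls. It was 0.11 in DMSO_A, 0.14 in DMSO_B, and 0.17 and 0.04 in the controls of the studies with B[a]P and with BEZO.
The mean log2 level of the 12 Module 13 genes was 7.35 in Acenaphthene replicate 4 (others 6.83 to 6.86) and 6.91 in TPP replicate 1 (others 6.50 to 6.56). The correlation between these genes over replicate libraries was 0.181 outside the FRC study, where 1 of 1000 random sets was as high, and 0.0305 in the FRC study, which argues against a variation between libraries as strong as that of the Module 2 genes. Over 144 libraries, the r of the Module 13 level with the log2 of the reads was -0.0111 (permutation p = 0.92, rho 0.0372, permutation p = 0.694, adjusted p 0.92, r -0.00519 without the 2 farthest libraries), and 0.188, 0.149, -0.183 and -0.191 in the study with DMSO_A and DMSO_B, the TCDD study, the studies with B[a]P and with BEZO, and the FRC study. With both signs across studies, read depth stays open. With the share of the 10 most counted genes r was 0.354 (permutation p = 1e-05, the smallest that the permutations can give, rho 0.375, permutation p = 4e-05, adjusted p 8e-05, r 0.402 without the 2 farthest libraries). It was positive in each study, with 0.289, 0.196, 0.125 and 0.597. An effect of the most counted genes on this level and a common response of both cannot be told apart, because both were read from the same libraries.
The paper does not compare the control groups DMSO_A and DMSO_B with each other. Between them, limma gave 7 DEGs, all higher in DMSO_A, namely cry1a (log2 fold change 1.19), per1b (1.05), nr1d2a (1.19), slco2a1 (1.26), fkbp5 (2.53), klf9 (2.40) and per1a (1.58), named after their values were seen. There were 13 genes with an adjusted p under 0.05 and 1375 with an unadjusted p under 0.05. With each library left out in turn the number was 4 to 8, and it was 4 without DMSO_A replicate 3. Of the 35 splits of the 7 libraries into groups of 3 and 4, 1 of 35 splits gave as many DEGs, the real one, which had 12 DEGs in a fit of these 7 libraries alone. With sequencing lane as a block the number was 7, which argues against the lane. All DMSO_A libraries had fewer reads (15080232 to 17578612) than the DMSO_B libraries (18599791 to 19955471). Lower depth as the cause therefore needs a negative relation between level and reads. In the 63 exposed libraries of that study, the level of the 12 genes that were higher in DMSO_A was not related to the log2 of the reads (r 0.213, permutation p = 0.119, rho 0.243, permutation p = 0.0835, adjusted p 0.316, r 0.277 without the 2 farthest libraries). The positive sign of r argues against lower read depth. Of 30 clock genes, 29 had not shown the difference and were tested. Their median absolute log2 fold change of 0.22 was above 99.35% of 10000 random gene sets, 21 were higher in DMSO_A, and 10 had no overlap between the groups, where chance gives 5.71% of genes. The 15 glucocorticoid targets had a median log2 fold change of 0.07, above 90.86% of random sets, with 10 higher and 3 without overlap. Among the 9 treatments compared with DMSO_A, per1b, nr1d2a and klf9 were lower than in DMSO_A in all 9. This held for fkbp5 and per1a in 8, for cry1a in 5 and for slco2a1 in 3. Most of these higher levels were thus not fully shared by the exposed libraries, although the genes were picked for them. A candidate explanation is a difference in the time of day of the collection, which the labels do not give. It would have to set DMSO_A apart from these treatments as well. Glucocorticoid signaling cannot be told apart from it on these lists, since the random sets left that value inside their range.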

How the results depend on the processing

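The alternatives below were set before the data were examined, except the deposited log2 values, voom weights on recovered reads, summed parts of the PE50 entries and the adjusted p alone, which were chosen after seeing the data. Further alternatives set at the same time, with edgeR, with DESeq2 and with a gene set from DESeq2 for the network, were not run. For each change below the cause was not tested.
Across 12 main results, 20 of 252 values under alternatives moved by more than their limit. The number of FRC treatments in FRC-only clusters, the largest number of AHR2 Activators in 1 cluster, the mean correlation among FRC treatments, the number of treatments that induce cyp1a and the number of neighborhood genes higher in all AHR2 Activators stayed within their limits under all alternatives run for them. Their ranges were 9 to 10, 6 to 9, 0.604 to 0.774, 16 to 20 and 21 to 23. No result reversed its direction.
The median number of DEGs per FRC treatment, 769, was 270.5 to 784 when 1 replicate was left out, lowest without treatment replicate 4. For the AHR2 Activators the median of 69 was 42 to 73, lowest without treatment replicate 3. The 76 DEGs in TCDD were 42 with a replicate block and 44 to 97 when 1 replicate was left out, lowest without treatment replicate 3. Replicate numbers did not pair libraries of different groups: the mean correlation of deviations of libraries with the same number was 0.0103 in the FRC study, 0.00712 in the study with DMSO_A and DMSO_B and -0.12 in the TCDD study, so the replicate block removes no pairing that these data show.
The number of genes responding to at least 3 treatments, 4930, was 8242 with 1 fit over all samples and 2725 to 6836 when 1 replicate was left out, lowest without treatment replicate 1. By the adjusted p alone, 12 of the neighborhood genes responded to at least 1 FRC, against 6 DEGs, as this setting has no fold change limit.
The share of AHR2 Activator-responsive network genes in their largest module, 70.4%, was 92.59% with the number of edges of the paper's main network, 89.66% with per-library log2 ratios and 49.06% with genes responsive in at least 3 of 10 treatments. The share of FRC-responsive network genes, 6%, was 16.67% with a weight over 0.012, where 6 of these genes were left, and 83.33% with per-library log2 ratios.
Among 275 other results, 198 moved under no alternative, and 314 of 6319 alternative values moved. Of the DEG counts of single treatments 156 of 734 values moved, and of the median log2 fold changes of named genes 9 of 2940. By setting, 27 of these values moved with 1 fit over all samples, 26 without treatment replicate 1, 24 without control replicate 1, 20 with 1 fit per pair and 1 with a pseudocount of 0.5. Single libraries changed the DEG counts of some treatments: TCEP had 686 DEGs, and 163 without treatment replicate 4 and 1875 without treatment replicate 2. DEGs in TPP numbered 313, and 13 without treatment replicate 4 and 634 without treatment replicate 1.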

Differences from the paper's values

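The paper gives 10346 genes that responded to a subset of chemicals, against 4930 here, and of the alternatives set before the data were examined only 1 fit over all samples closed the gap. The paper's number of cyp1a neighborhood genes that responded to at least 1 FRC is 21, against 6 here, and the paper's number for at least 6 FRCs is 3, against 1. None of the alternatives set before the data were examined closed these gaps, and neither did the adjusted p alone, which was chosen after seeing the values and gave 12 and 1.
The largest module of the paper has 425 genes, against 111 here, and no alternative set before the data were examined closed the gap. The paper's main network has 2141 nodes and 4373 edges, against 923 and 1229 in the largest connected part here. The paper's second order neighborhood of cyp1a has 339 edges, against 166. For these, taking the number of edges of the paper's main network closed the gap, by construction for the edges, and the other network alternatives did not.
Degrees were lower than in Table 3 for all 20 of its genes, and by more than 1.5 times for 18 of them (not for ahrra, 23 against the paper's 33, and slincR, 23 against the paper's 32). With both the number of edges of the paper's main network and per-library log2 ratios, the gap closed for cyp1a (24 against the paper's 41), cyp1c1 (19 against the paper's 39), foxq1a (16 against the paper's 33), pkhd1l1 (13 against the paper's 28) and NA_732 (15 against the paper's 27), and for NA_732 also with random seed 2. With per-library log2 ratios alone it closed for sult6b1 (20 against the paper's 41), cyp1c2 (14 against the paper's 37), gstp1 (9 against the paper's 34), wfikkn1 (17 against the paper's 34) and cyb5a (10 against the paper's 28). No alternative set before the data were examined closed it for gng13b (1 against the paper's 37), mxd1 (0 against the paper's 32), zgc_158689 (0 against the paper's 31), cacna1da, osbpl2a, srgap3 and tfe3a (0 each against the paper's 30) and NA_146 (0 against the paper's 26).
Counts were taken to differ from the paper's when they were more than 1.5 times apart, or when only 1 of them was 0. By this rule the number of DEGs differed from Supplementary Table S1 for 14 of 33 treatments. The counts of the other treatments need not be equal to the paper's. No alternative set before the data were examined closed the gap for Phenanthrene (1 against the paper's 5, with 1007 genes at an unadjusted p under 0.05), Acenaphthene (44 against the paper's 3), Anthracene (0 against the paper's 5, with 2050 genes at an unadjusted p under 0.05) and B[a]P_10 (97 against the paper's 476). For TBBPA (854 against the paper's 1881), TCEP (686 against the paper's 1190) and B[a]P_1 (21 against the paper's 271) only 1 fit over all samples closed it. For 3-NF (0 against the paper's 1, with 1327 genes at an unadjusted p under 0.05) it closed with 1 fit per pair, 1 fit over all samples or without control replicate 4. For TBPH (14 against the paper's 356), TCPP (94 against the paper's 499) and BDE-47 (405 against the paper's 754) it closed with 1 fit per pair, 1 fit over all samples or without treatment replicate 2. For TBBPA-DBPE (852 against the paper's 1374) the settings were 1 fit per pair, 1 fit over all samples and without control replicate 2. For TPP (313 against the paper's 807) they were 1 fit over all samples and without treatment replicate 1, and for TCDD (76 against the paper's 137) only the fit without treatment replicate 2.
The number of all treatments in which the gene was a DEG was 10 against the paper's 17 for cyp1c2, 3 against the paper's 7 for ccn2b, 3 against the paper's 6 for clcn2c, 5 against the paper's 14 for ethe1 and 6 against the paper's 10 for im_7150988. It was 2 against the paper's 8 for NA_145, 7 against the paper's 16 for NA_928, 5 against the paper's 10 for ncam3, 7 against the paper's 18 for si.ch211.229d2.5 and 2 against the paper's 7 for tiparp. It was 9 against the paper's 17 for wu.fj05g07 and 1 against the paper's 8 for zgc_153031. Of the alternatives set before the data were examined, these closed the gap: for clcn2c pooled DMSO_A and DMSO_B, swapped DMSO_A and DMSO_B, without treatment replicate 2, for im_7150988 without control replicate 2. None of them closed it for the other genes. By the adjusted p alone, a setting chosen after seeing the values, the number came within 1.5 times of the paper's for cyp1c2 (13), clcn2c (4), ethe1 (11), NA_145 (6), NA_928 (13), ncam3 (10), si.ch211.229d2.5 (15), tiparp (7) and wu.fj05g07 (16). The same setting moved gstp1 away from the paper's 9, from 8 to 16.
The number of FRCs in which the gene was a DEG was 0 against the paper's 2 for ccn2b, 0 against the paper's 2 for clcn2c, 0 against the paper's 1 for cyb5a, 0 against the paper's 4 for cyp1c2 and 0 against the paper's 2 for ethe1. It was 0 against the paper's 4 for im_7150988, 0 against the paper's 1 for mamdc2b, 1 against the paper's 6 for NA_145, 0 against the paper's 1 for NA_732 and 0 against the paper's 1 for slincR. It was 0 against the paper's 5 for NA_928, 0 against the paper's 1 for pkhd1l1, 2 against the paper's 6 for si.ch211.229d2.5, 1 against the paper's 5 for sult6b1 and 0 against the paper's 2 for tiparp. It was 0 against the paper's 3 for wfikkn1, 0 against the paper's 4 for wu.fj05g07 and 0 against the paper's 2 for zgc_153031. Of the alternatives set before the data were examined, these closed the gap: for mamdc2b 1 fit per pair, without treatment replicate 1, without treatment replicate 2, without treatment replicate 3, for slincR 1 fit over all samples, for wfikkn1 1 fit over all samples. None of them closed it for the other genes. By the adjusted p alone, a setting chosen after seeing the values, the number came within 1.5 times of the paper's for NA_145 (5), si.ch211.229d2.5 (4) and wu.fj05g07 (4).
For the AHR2 Activators the number in which the gene was a DEG was 3 against the paper's 5 for ccn2b, 4 against the paper's 9 for ethe1, 1 against the paper's 2 for NA_145, 3 against the paper's 6 for ncam3 and 4 against the paper's 10 for si.ch211.229d2.5. It was 2 against the paper's 5 for tiparp and 1 against the paper's 6 for zgc_153031. Of the alternatives set before the data were examined, these closed the gap: for ccn2b genes with a mean normalized value of at least 10, 1 fit over all samples, pooled DMSO_A and DMSO_B, swapped DMSO_A and DMSO_B, upper-quartile rescaling, without control replicate 2, for ncam3 without control replicate 3. None of them closed it for the other genes. By the adjusted p alone, a setting chosen after seeing the values, the number came within 1.5 times of the paper's for ccn2b (4), ethe1 (7), ncam3 (6), si.ch211.229d2.5 (9), tiparp (6) and zgc_153031 (5). With voom weights on recovered reads, also chosen after seeing the values, ccn2b was a DEG in 4 AHR2 Activators.
The paper counts 20 treatments that induce cyp1a, against 17 here, which is within the limit used for a difference, and pooled DMSO_A and DMSO_B gave 20. The paper names apc as the gene of highest betweenness, whereas apc had no edge here and aifm4 had the highest value (0.000775). Beside cyp1a the paper names sult6b as the gene of highest degree, whereas ahrra and slincR (23 each) were above sult6b1 (20) here. The paper lists sult6b1, cyp1c2, gstp1 and wfikkn1 among the genes linked directly to cyp1a, and here they had no direct edge to it. The paper names NA_145 and si.ch211.229d2.5, beside foxq1a, as genes that respond to most of the FRCs, and here they were DEGs in 1 and 2 FRCs. In the paper's clustering TCDD is with 9-MA and 4h-CPdefP, whereas here it was with the 9 treatments compared with DMSO_A. The paper places IPP with FRCs of low toxicity and states that AHR2 Activators did not group together, whereas here IPP was with TBBPA, TDBPP and TiBP, and 7 of the 10 AHR2 Activators shared a cluster. The paper assigns the FRC-responsive genes mainly to a few modules. Here 50 of the 391 FRC-responsive genes had an edge over the weight limit, and at most 3 of the 50 were in 1 module. In the network from single libraries 320 of 384 were in 1 module, so this difference depended on which genes kept an edge.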

Other observations

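Of the tests in this part, the effect of shared controls on the correlation of FRCs, the clusters with pooled controls and the comparison of entries that share a lane and index were chosen before their results were seen, and the others only after.
The FRC treatments clustered apart from the others. The mean correlation between FRC treatments compared with different control libraries was 0.6375, above the simulated upper limit of 0.495. This cannot exclude shared control libraries as the whole cause. The genes had been chosen in fits against all 4 control libraries, a choice that the simulations did not repeat. A shift common to all 4 libraries would also remain in each part of them. For the clusters themselves, shared controls alone were enough in the simulations: all 10 FRC treatments fell in FRC-only clusters in 53 of 100 draws. Study and chemical class coincide for the FRCs and cannot be told apart. With DMSO_A and DMSO_B pooled, 12 of 16 treatments of that study were in clusters with treatments of both sets. With their own controls this number was 0, but it was also 9 with the deposited log2 values or without treatment replicate 1, 10 without treatment replicate 4 and 16 with each entry of a shared lane and index as its own replicate. An effect of the control libraries on the separation of these sets and a difference between the sets can therefore not be told apart.
Entries that share a lane and index had a median noise ratio of 1.022, which is consistent with 1 library split over several sequence files.
The Module 2 genes of Table 3 were higher in the FRC treatments than in DMSO_FRC. All 10 FRC treatments lay within the range of the 5 other control groups, and DMSO_FRC lay under it, so low levels in the 4 DMSO_FRC libraries are a candidate explanation for the higher levels in FRC treatments. The share of the studies, the DMSO percent and the exposure in this difference cannot be separated with these data, and an effect of FRCs stays open. Over the 33 treatments the mean correlation between these genes was 0.977, and over the 23 treatments without FRCs it was 0.871.
In a test of what links genes in the network, treatments were removed and the mean weight between the genes of a set was computed again. For cyp1a and the genes of Supplementary Table S4 (26 genes) the mean weight was 0.00493 with all treatments, 0.00023 without the 10 AHR2 Activators, 0.00387 without the 10 FRCs and 0.00247 to 0.00401 without 10 random treatments in 10 draws. The response to the AHR2 Activators is therefore a candidate source of these links. For the 7 Module 2 genes it was 0.0013, 0.000811 without the AHR2 Activators and 0.0012 without the FRCs, against 0.000501 to 0.00119 without 10 random treatments. As these 7 genes had no edge over the weight limit, these values decide nothing about a part of the response to the FRCs in their links.
For each treatment with at least 3 libraries, all splits of its libraries and its control libraries into groups of the same sizes were compared, in a fit of these libraries alone. The real split alone gave as many DEGs, 1 of 35 splits, for BjF, BkF, DBahP, DBaiP, Fluoranthene, Retene, 4h-CPdefP, 9-MA, Carbazole, BDE-47, IPP, TBBPA, TBBPA-DBPE, TBPH, TCPP, TDBPP and TiBP. It was also the only one, 1 of 10 splits, for BbF, B[a]P_1, B[a]P_10, DBalP, 7,12-B[a]AQ and 9,10-PQ, where 3 libraries against 3 allow no smaller share. BEZO, with 2 libraries, was not tested. As many DEGs as in the real split were found in 35 of 35 splits for Acenaphthene, 1,5-DMN, 2-MN and Anthracene, whose real split had 0 DEGs in this fit (4891, 636, 868 and 2050 genes at an unadjusted p under 0.05 in the fit per study). This was so in 11 of 35 splits for Phenanthrene and 3 of 35 splits for 3-NF.
For TCEP, TPP and TCDD, 2 of 35 splits gave as many DEGs. In TCEP, the split with replicates 1, 3 and 4 and DMSO_FRC replicate 2 on 1 side gave 915 DEGs, against 68 in the real split. In TPP, the split with TPP replicate 1 and DMSO_FRC replicates 1, 3 and 4 on 1 side gave 571 DEGs against 114, and it parts the libraries of sequencing lanes 1 and 2, with lane 3 on both sides. In the fit per study, DEGs in TPP numbered 304 with lane as a block and 313 without. In TCDD, the split with TCDD replicates 1, 3 and 4 and DMSO_TCDD replicate 2 on 1 side gave 370 DEGs against 76. In TCEP and TPP the exposed library that changed sides had Module 2 levels near those of the control libraries (6.76 and 6.77, against 5.50 to 6.56 in DMSO_FRC), as had TBBPA replicates 3 and 4 (6.30 and 6.89), where no other split gave as many DEGs. In TCDD, replicate 2 had a level of 6.24, within the 5.90 to 7.23 of DMSO_TCDD replicates 1, 3 and 4, and DMSO_TCDD replicate 2 had 8.36, within the 8.19 to 9.18 of the other TCDD libraries.
When the labels were drawn anew in all 32 comparisons at once, 1 of 100 draws, the real one, reached the real value for the median number of DEGs per FRC treatment and per AHR2 Activator treatment. The same 1 of 100 was found for the number of genes responding to at least 3 treatments, the number of treatments that induce cyp1a and the number of cyp1a neighborhood genes that are DEGs in at least 1 FRC. With 100 draws no smaller share is possible. Each comparison was drawn on its own, so control libraries shared by several treatments were not kept together. The draws can therefore understate the spread of these totals.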
